# Transcriptomics profiling of Indian mustard (*Brassica juncea*) under arsenate stress identifies key candidate genes and regulatory pathways

**DOI:** 10.3389/fpls.2015.00646

**Published:** 2015-08-19

**Authors:** Sudhakar Srivastava, Ashish K. Srivastava, Gaurav Sablok, Tejaswini U. Deshpande, Penna Suprasanna

**Keywords:** arsenic, *Brassica juncea*, microarray, phytohormones, transporters, transposons

## Abstract

Arsenic (As) is a non-essential element, a groundwater pollutant, whose uptake by plants produces toxic effects. The use of As-contaminated groundwater for irrigation can affect the crop productivity. Realizing the importance of the *Brassica juncea* as a crop plant in terms of oil-yield, there is a need to unravel mechanistic details of response to As stress and identify key functional genes and pathways. In this research, we studied time-dependent (4–96 h) transcriptome changes in roots and shoots of *B. juncea* under arsenate [As(V)] stress using Agilent platform. Among the whole transcriptome profiled genes, a total of 1,285 genes showed significant change in expression pattern upon As(V) exposure. The differentially expressed genes were categorized to various signaling pathways including hormones (jasmonate, abscisic acid, auxin, and ethylene) and kinases. Significant effects were also noticed on genes related to sulfur, nitrogen, CHO, and lipid metabolisms along with photosynthesis. Biochemical assays were conducted using specific inhibitors of glutathione and jasmonate biosynthesis, and kinases. The inhibitor studies revealed interconnection among sulfur metabolism, jasmonate, and kinase signaling pathways. In addition, various transposons also constituted a part of the altered transcriptome. Lastly, we profiled a set of key functional up- and down-regulated genes using real-time RT-PCR, which could act as an early indicators of the As stress.

## Introduction

Crop productivity depends on factors like aeration, irrigation, and host–pathogen interactions, and also on presence/absence of abiotic and biotic stresses. Arsenic (As) is a highly toxic metalloid whose contamination is spread in large area of West Bengal, India, and Bangladesh. Such a widespread presence of As affects growth and yield of commonly cultivated crop plants in the area (Chaurasia et al., 2012; Kumar et al., 2015). In presence of As stress, an array of metabolic processes are affected and signs of As toxicity are often morphologically visible in terms of changes in root and shoot growth. Plants adapt several mechanisms of regulating the As tolerance viz., through altered expression of specific transporters or by modulating the epistatic interaction of the interconnected genes in pathways (Yu et al., 2012). Important steps of As tolerance have been identified as reduction of arsenate [As(V)] to arsenite [As(III)], organ- and tissue-specific and subcellular distribution of As, complexation with sulfur-containing ligands and vacuolar sequestration (Srivastava et al., 2012; Kumar et al., 2015). A fine coordination of these mechanisms to avoid As toxicity is achieved through transcriptome and proteome changes (Ahsan et al., 2008; Norton et al., 2008; Chakrabarty et al., 2009; Yu et al., 2012). However, plants suffer from toxicity when As accumulation surpasses a threshold level and particularly when its speciation dynamics are altered (Mishra et al., 2013).

An important step in As tolerance has been identified as “early sensing of the stress”. Srivastava et al. (2009) compared responses of tolerant and sensitive varieties of *Brassica juncea* and suggested early perception of As stress to be the cause of variable stress tolerance among different varieties. They suggested a hypothesis that the perception of As stress could be mediated by various hormones, which may sense As indirectly through its impact on sulfur metabolism. Other studies suggest that As(V) acts as a phosphate mimic and misleads metabolic and regulatory perception of itself as an abundant supply of phosphate and thus represses genes normally induced under low phosphate conditions (Catarecha et al., 2007; Abercrombie et al., 2008). In lieu of the above studies, it can be concluded that plants avoid extreme As toxicity since repression of phosphate uptake systems leads to reduced As(V) uptake as well (Catarecha et al., 2007). Castrillo et al. (2013) found that As(V) stress induces a notable transposon burst in plants, in coordination with As(V)/phosphate transporter repression, which immediately restricts As(V) uptake. They identified WRKY6 as an As(V)-responsive transcription factor that mediates As(V)/phosphate transporter gene expression and restricts As(V)-induced transposon activation. Other microarray and transcriptomic analyses in rice under As stress (Chakrabarty et al., 2009; Yu et al., 2012) implicated the role of various signaling molecules like abscisic acid (ABA), ethylene, cytokinins, salicylic acid (SA), flavonoids, and gibberellic acid (GA) in As stress responses of plants. In addition, various transcription factors, and protein kinases were found to be up- and down-regulated in response to As(V) and As(III).

*Brassica juncea* belonging to the family Brassicaeae represents one of the major oil-yielding crops in India and contributes 28.6% in the total oilseeds production and ranks second after groundnut sharing 27.8% in the India’s oilseed economy (Shekhawat et al., 2012). Srivastava et al. (2009) indicated an involvement of jasmonates in the signaling of As in *B. juncea.* Previous studies, conducted by our group on microRNA-specific microarray analysis of *B. juncea*, identified role of As-specific microRNAs in regulating sulfur metabolism, and metabolism and function of hormones like jasmonates, auxins, and ABA (Srivastava et al., 2013a). Taking into account all the studies, we understand that there is a need to reveal key candidate genes and pathways in *B. juncea* responsive to As stress that can also act as early As stress responsive markers in further studies. To identify such functional screening markers in root and shoot and to further enhance our understanding of As stress responses in *B. juncea*, we performed time-dependent transcriptome analysis of roots and shoots of *B. juncea* to understand the dynamic regulation of pathways involved in perception of and response to As stress and propose set of key genes and pathways.

## Materials and Methods

### Plant Material, As Treatment, and RNA Preparation

To study the response of the As stress, *B. juncea* (L.) Czern. var. TPM-1 was used as the plant material, which is an As tolerant variety. Seeds were sterilized and grown in a Plant Growth Chamber (Sanyo, Japan) as detailed previously (Srivastava et al., 2013a) having a daily cycle of a 14-h photoperiod with a light intensity of 150 μE m^-2^s^-1^, day/night temperature of 25 ± 2°C, and relative humidity of 65–75% for a week. After 12 days, seedlings were exposed to 500 μM arsenate [As(V); as Na_2_HAsO_4_] for 96 h. Seedlings were harvested for conducting microarray analysis at 4, 24, and 96 h and roots and shoots were separated and were used for RNA preparation. The quantity and purity of the RNA was determined by evaluating the absorbance at 260 nm and 260/280 nm absorbance ratio, respectively. Each of the total RNA preparations was individually assessed for RNA quality based on the 28S/18S ratio and RIN measured on an Agilent 2100 Bioanalyzer system using the RNA 6000 Nano LabChip Kit. With the use of Agilent’s 1-Color Quick Amp Labeling Kit, 500 ng of high quality total RNA was denatured in the presence of a T7 promoter primer and a 1-Color RNA Spike-In Kit. Reverse transcriptase was used to retrotranscribe the mRNA. cDNA was used as a template for *in vitro* transcription where a T7 RNA polymerase simultaneously amplified target material and incorporated cyanine 3-labeled CTP. Labeled cRNA was purified using spin columns from the Qiagen RNeasy Mini Kit and the quantity and quality of the cRNA was determined by Nanodrop ND-1000 UV–VIS spectrophotometer.

### Microarray Probe Design and Hybridization

For the design of the microarray probes, a total set of 53,939 sequences, which include expressed sequence tags (ESTs) and transcript sequences (mRNA) of *Brassica* sp., were downloaded from GenBank and clustered into unigenes using CAP3 (Huang and Madan, 1999). To avoid the formation of spurious assembly, the threshold value for the –*p* parameter, which represents the “overlap percent identity cutoff”, was fixed to 97. For the probeset construction, a total of 26,881 non-redundant unigenes obtained after clustering were used, which includes 1,720 *B. juncea*, 15,259 *Brassica Napus*, and 5,075 *Brassica rapa* sequences; and 6,456 from other *Brassica* species using the Agilent eArray best probe composition algorithm with the option to design multiple probes for each sequence. The probes obtained were printed using Agilent’s 4x44 array and a set of positive and negative controls were also added on to the microarray chip. To reduce the noise and the microarray hybridization bias, a set of replicate probes were also added for calculating the intra-array reproducibility.

For fragmentation, Agilent’s Gene Expression Hybridization Kit was used. Briefly, 1.65 μg of cyanine 3-labeled linearly amplified cRNA was added to hybridization cocktail and was then fragmented as per the manual of the Hybridization kit. The hybridization cocktail was then susbsequently dispensed into the wells of gasket slides and Brassica 4x44K Gene Expression Microarray was placed on the top of the gasket to allow for the hybridization. This microarray “sandwich” was then sealed in a hybridization chamber and was allowed to hybridize at 65°C by rotating at 10 RPM for 17 h. Following hybridization, slides were subsequently washed in Agilent’s Gene Expression Wash Buffers according to manufacturer specifications. Hybridized microarrays were scanned using the Agilent Microarray Scanner and spot intensities were analyzed using the Agilent Technologies Feature Extraction software version 10.7.3.1. Microarray data quality was evaluated by reviewing ten standard QC metrics generated by the Feature Extraction Software (Consult the Agilent Technologies Feature Extraction Software version 10.7.3.1 reference guide for a full explanation of the QC metrics). To rule out the possibilities of having a large hybridization, staining, or wash artifacts, array images were loaded into Feature Extraction Software for manual inspections. Microarrays were determined to be free of any large artifacts (≥10% of total surface area) that could have affected the quality of the data.

### Microarray Data Analysis

The spot intensity values obtained from Agilent Feature Extraction software were background corrected, and were normalized using Quantile Normalization. Principal Component Analysis and Correlation Analysis were used to identify outlier samples and to check the correlations between the samples. 

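The 7 arrays, 1 for each condition, were compared over 28650 probes on the normalized log2 scale. Pearson's correlation across probes lay between 0.983 and 0.993 for pairs of root arrays. For pairs of shoot arrays it lay between 0.973 and 0.983, and between a root and a shoot array it was 0.859 to 0.874. Probes are not independent replicates, so these correlations carry no p-value. The first principal component held 83.8% of the variance and separated roots from shoots. The second held 6.41% and set the control array apart from the As(V) arrays in each tissue, with 50.7 for control root against -5.05 to -24.7 for the treated roots, and 78.8 for control shoot against -15.2 and -61.7 for the treated shoots. Restricting the comparison to the 13145 probes well above background on all 7 arrays moved the correlation between tissues most, to between 0.679 and 0.722.

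**Figure D1:**
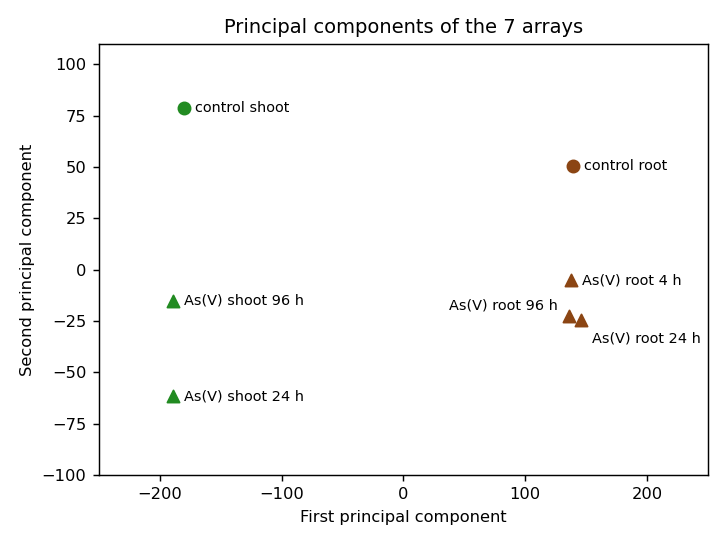
Scores of the 7 arrays on the first (x-axis) and second (y-axis) principal components of the normalized log2 values, without units; brown marks roots, green shoots, circles controls and triangles As(V). Roots lie between 136 and 146 on the first component and shoots between -180.4 and -189.5.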

Statistical comparisons using a fold change ≥2 were carried out to identify the regulation of the genes under the As stress and to identify the candidate genes. Probes that were found to be significantly up- or down-regulated using the threshold mentioned above in each comparison were classified as putative markers of As stress. For functional assignments, the differentially expressed (DE) genes were BLASTed against *Arabidopsis thaliana* TAIR 10^1^ with an *E*-value of 1E-5, and in case of multiple hits, the corresponding hits were filtered based on e-values and % identity (See Supplementary **Data Sheet S1**). The genes showing up- and down-regulated profiles under the As treatment in root and shoot were assessed for the GeneSet Enrichment using assigned TAIR ids and PlantGSEA with cutoff value of 0.05 (Yi et al., 2013) Additionally, short time-series miner (STEM) analysis was done to cluster genes into specific profiles (Ernst and Bar-Joseph, 2006; Supplementary **Data Sheet S2**). The microarray data has been submitted to NCBI GEO (GSE66464). Further to develop network of interacting genes, methodology developed by Opgen-Rhein and Strimmer (2007) was used (Supplementary **Data Sheet S3**).

### Validation of Key Candidate Targets for Developing As Stress Early Indicators

All the primers used for SyBr green real-time RT-PCR were obtained from the *A. thaliana* RT-PCR primer pair database. The details of the primers used are mentioned in Supplementary **Table S1**. Specificity of all the primers was confirmed by sequence analysis of RT-PCR amplicons derived from *B. juncea* as detailed earlier (Srivastava et al., 2009). The DNA free total RNA was isolated from root samples (100 mg) and then quantitative real-time PCR was performed as described previously using a Corbett rotor gene 6000 (Corbett Life Science; www.corbettlifescience.com). The PCR cycling conditions comprised of 94°C for 5 min and 40 cycles each comprising of 94°C for 30 s, 55°C for 30 s, and 72°C for 30 s and final extension at 72°C for 10 min. For each sample, reactions were set up in triplicate to ensure the reproducibility of the results. Melting curves were generated and were analyzed using the dissociation curve software built into the Corbett rotor gene 6000. A relative expression ratio plot was generated using the software REST-MCS.

### Inhibitor Treatment and Biochemical and Transcriptional Assays

To ascertain the role of signaling mediated by jasmonate and kinases, and their interconnections with glutathione (GSH) metabolism, several inhibitors were employed. These included L-Buthionine Sulfoximine (BSO: a potent inhibitor of γ-glutamylcysteine synthetase, a rate-limiting enzyme of GSH biosynthesis), Ibuprofen (IBP: an inhibitor of lipoxygenase and hence the jasmonate biosynthesis), and Staurosporine (STS: an inhibitor of phospholipid/calcium-dependent protein kinases). Twelve days old seedlings, grown in hydroponics, as mentioned above, were used for the study. Treatment conditions included 500 μM As(V) plus a inhibitor viz., BSO (1 mM), IBP (25 μM), and STS (200 nM). For each treatment, a separate control was also maintained. Seedlings were pretreated with inhibitors for 16 h and then subjected to As(V) treatment for 24 h. The shoot samples of seedlings subjected to each of the treatments were harvested and were then used for various assays. The biochemical analyses included activity assay of enzymes and level of metabolites of sulfur metabolism. The activities of cysteine synthase and γ-glutamylcysteine synthetase were assayed according to Seelig and Meister (1984) and Saito et al. (1994), respectively, and the levels of cysteine and GSH were estimated according to the protocol of Gaitonde (1967) and Hissin and Hilf (1976), respectively, as detailed previously (Srivastava et al., 2009). The expression analysis of MAPK-3 and 12-oxophytodienoate reductase 1 (OPR-1) genes was done using real-time RT-PCR as per the protocol mentioned above and primer details are summarized in Supplementary **Table S1**.

## Results and Discussion

### Overall Pattern of Up- and Down-regulated Genes in Root and Shoot

To identify the important candidate genes, microarray profiling was done at 24 and 96 h for both roots and shoot. In addition, for roots, 4-h time point was also chosen so as to capture early responsive genes with a special reference to signaling related genes considering the fact that roots acts as the first contact point to As. 

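Roots and shoots of seedlings grown for 12 days and then exposed to 500 µM As(V) were each profiled on 1 array per time point, at 4, 24 and 96 h for roots and at 24 and 96 h for shoots, beside 1 control array per tissue. The 7 arrays used 1 dye (Cy3), and the controls carry no harvest time. With 1 array per condition, no difference reported here has a replicate check, and no p-value was computed. On each array, 43786 spots other than controls measured 28666 probes, 13755 of them with 1 spot, 14890 with a pair of spots and 21 with more. No spot was saturated. Of the probes, 17004 were well above background on the control root array, 16687 in roots at 4 h, 17004 at 24 h and 17621 at 96 h. The control shoot array had 15379 such probes, against 14402 at 24 h and 15411 at 96 h under As(V). On no array were 9645 of the probes well above background. The number of arrays and the signal over background limit the precision of every value.
The scanner software's background-corrected Cy3 signal was taken to the log2 scale. Between 2 and 21 spots per array, marked as outliers by that software, were left out, the spots of a probe were averaged, and the arrays were brought to a common distribution by quantile normalization. A change is the log2 value of the As(V) array minus that of the control array of the same tissue, and a probe counted as changed at 2-fold or more. Where 1 array of a comparison was near background, the change is a bound. The probe took there the higher of its own value and the lowest value well above background on that array. Where both arrays were near background, no change was computed. A bound holds for these signals and this rule only, and another background correction gave smaller values for some genes. The SD between spots of one probe was 0.10 to 0.11 (log2) per array, and the SD of a difference of 2 arrays from spots alone was 0.12. Split by log2 level, the SD between spots was 0.19 at levels of 0 to 6, 0.09 at 6 to 8 and 0.06 above 8. These SDs hold the noise within an array, not that between plants. With outlier marks ignored, the spot SD rose most in roots at 4 h, to 0.17.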

At 4 h, a total of 359 genes showed significant change in expression with an up-regulation of 264 genes and down-regulation of 95 genes (**Figure 1A**). 

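In roots at 4 h, 1297 of 17387 probes with a value (7.46%) changed at least 2-fold, 820 upward and 477 downward. Of the 1297 changes, 259 were bounds because 1 of the arrays was near background (20.0%, Wilson 95% confidence interval 17.9% to 22.2%, which covers counting error only). Differences taken from the log2 table that the authors deposited, the planned setting that moved these counts by the largest factor, gave 264 probes up and 95 down. Among probes well above background on both arrays, the largest rises belonged to At4g06508 (8.02), At4g14746 (7.99) and At5g05220 (6.85), all log2 changes. Their control levels were 3.12, 3.35 and 5.04 (log2), where the lowest value well above background was 2.63. In the deposited table these rises were 3.14, 3.15 and 3.75, so their size depends on the processing. The largest falls among such probes were those of At5g13400, a major facilitator superfamily protein (-4.10), the unlinked probe CUST_16460_PI425438606 (-3.71) and At3g15670, a late embryogenesis abundant protein (-3.48). In the deposited table they were -2.50, -0.38 and -0.705.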

At 24 and 96 h, roots showed up-regulation of 302 and 265 genes, respectively, while down-regulation of 331 and 255 genes, respectively (**Figures 1B,C**). 

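At 24 h in roots, 1049 probes rose and 1105 fell at least 2-fold (12.2% of 17598 probes with a value). At 96 h, 1058 rose and 996 fell (11.5% of 17895). Changes resting on 1 array near background made up 16.4% at 24 h (Wilson interval 14.9% to 18.0%) and 19.5% at 96 h (17.8% to 21.2%). Of the probes changed at 4 h, 255 rose and 149 fell past 2-fold at that time point only, with a probe lacking a value later counted as not changed. A further 273 rose and 451 fell at 24 and 96 h and were at 4 h either short of 2-fold in that direction or without a value. The 699 probes lower at both later time points had a median log2 change of -0.79 at 4 h, -1.72 at 24 h and -1.64 at 96 h. Of the 621 probes higher at both, 596 had a value at 4 h, with a median of 1.27, and the medians of the 621 at 24 and 96 h were 1.73 and 1.60. Among probes well above background on both arrays of the comparison, the largest rises at 24 h, besides At4g06508 and At5g05220, were those of At1g02700 (6.31), casein kinase I-like 4 (At4g28860, 6.26) and the cupredoxin At2g15780 (6.10). The deposited table gave 3.56 for At1g02700, 3.265 for At4g28860 and 3.37 for At2g15780. DOF affecting germination 2 (DAG2, At2g46590) changed by -6.23 at 24 h and -5.69 at 96 h, and WPP domain interacting protein 2 (WIP2, At5g56210) changed by -5.67 and -7.44.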

In shoots also, a large number of genes showed altered expression. A total of 349 and 196 genes were up-regulated and 272 and 299 genes were down-regulated at 24 and 96 h, respectively (**Figures 1F,G**). **Figures 1D,E,H,I** display the Venn diagram showing the amount of the co-expressed genes at each time point. Specifically, in roots, 111 genes were found to be up-regulated on all time points while 61 were found to be down-regulated. 

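In shoots at 24 h, 1367 probes rose and 1230 fell at least 2-fold, together 16.9% of the 15410 probes with a value. At 96 h, the numbers were 1093 and 1292 (14.9% of 16054). In 549 of the changes at 24 h (21.1%, Wilson interval 19.6% to 22.8%) and 443 at 96 h (18.6%, 17.1% to 20.2%), 1 array was near background. At 24 h only, 739 probes rose and 501 fell, and at 96 h only, 465 rose and 563 fell, where a probe without a value at the other time point counted as not changed. Of the probes well above background on both arrays, that of DOF affecting germination 1 (DAG1, At3g61850) had the largest rise at 24 h (log2 change 9.36), followed by At5g05220 (7.18) and EBS1 (At1g71220, 6.76). At 96 h, beta-galactosidase 7 (BGAL7, At5g20710) rose most of these, by 3.94. C-repeat-binding factor 4 (CBF4, At5g51990) was among their largest falls at both time points (-6.52 and -7.18). In the deposited table, the rises of DAG1, At5g05220 and EBS1 at 24 h were 5.72, 3.70 and 3.95. BGAL7 rose there by 1.28 at 96 h, and CBF4 changed by -4.99 and -5.16.

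**Figure D2:**
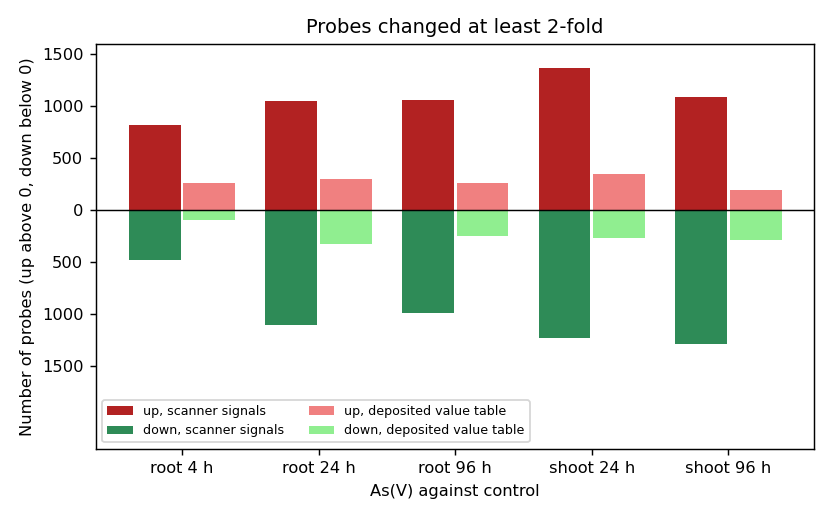
Number of probes changed at least 2-fold (y-axis) in each comparison of 1 As(V) array with the control array of its tissue (x-axis); bars above 0 count probes that rose and bars below 0 probes that fell. In each comparison, the left bars hold the scanner signals and the paler right bars the deposited table. By scanner signals, the lowest total is the 1297 of roots at 4 h and the highest the 2597 of shoots at 24 h.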

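Across 4, 24 and 96 h in roots, 348 probes rose at least 2-fold each time and 248 fell. The comparisons of one tissue share a control array, so some overlap arises without any effect. In 100 simulations of unchanged arrays against a shared control, with the noise set to the observed number of changed probes, the mean overlap was 90.1 up and 90.7 down, and the highest was 116 and 112. Every simulated probe had the same noise, whereas the SD between spots was larger for dim probes, so the simulations could understate the overlap. The deposited log2 table moved the overlap by the largest factor among the planned settings, to 111 probes up and 61 down. Pearson's correlation of log2 changes across probes was 0.835 between 24 and 96 h, 0.668 between 4 and 24 h and 0.618 between 4 and 96 h, against 0.50 in the simulated arrays. Spearman's rank correlations for these pairs were 0.762, 0.541 and 0.540. Between a root and a shoot comparison, which share no array, Pearson's values ranged from 0.267 to 0.457 and Spearman's from 0.113 to 0.318. Including probes near background moved the correlation of roots at 4 h with shoots at 24 h most, from 0.457 to 0.308.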

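At both 24 and 96 h in shoots, 628 probes rose at least 2-fold and 729 fell. Simulated unchanged shoot arrays with a shared control and the same noise for every probe gave a mean overlap of 358 up and 357 down. The highest values were 414 and 393. The shoot changes at 24 and 96 h correlated across probes with a Pearson coefficient of 0.738 and a Spearman coefficient of 0.749. As both share the control shoot array, the simulated unchanged arrays also correlated, with a Pearson coefficient of 0.50. In all 5 comparisons together, 84 probes rose and 95 fell.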

In shoots, commonly expressed up- and down-regulated genes were 115 and 180, respectively.

**FIGURE 1:**
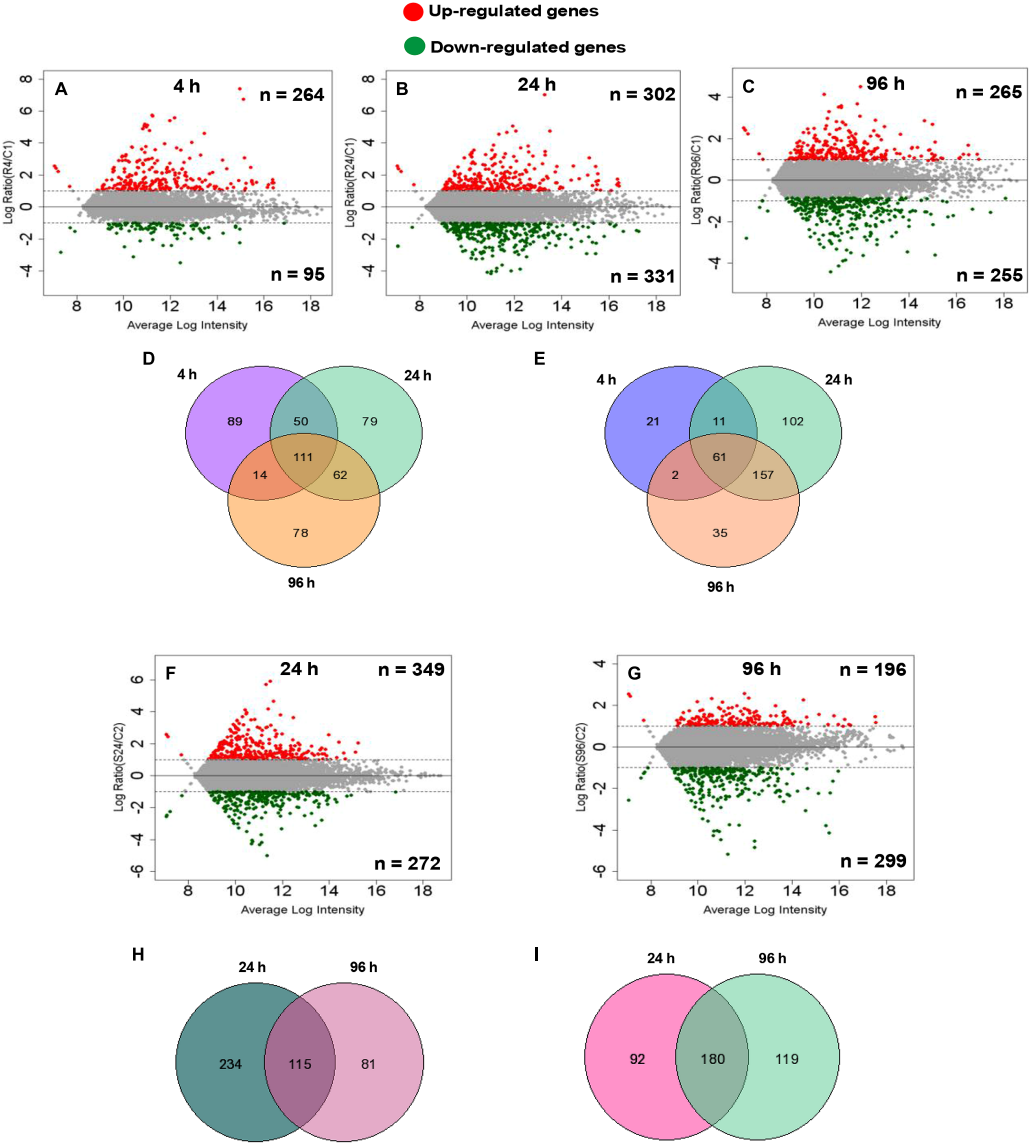
**Differentially expressed (DE) genes of root (*n* = 3) and shoot (*n* = 2) dataset at different time points compared with the control root and shoot samples calculated by difference **(A–C,F,G)** in arsenic-exposed *Brassica juncea* seedlings.** Scatter plot represents average intensity (*x*-axis) vs. log2 ratio (*y*-axis). Red and green colors define the up-regulated and down-regulated genes at each time point. Venn analysis of common and exclusively differential (up-regulated and down-regulated) genes in arsenic-exposed *B. Juncea* root (*n* = 3) **(D,E)** and shoot (*n* = 2) **(H,I)** samples.

To profile the genes into respective clusters, microarray data was clustered using STEM tool (Ernst and Bar-Joseph, 2006). In roots, STEM analysis clustered the genes into 20 clusters from which six clusters were identified as significantly ordered based on their *p*-values. Among these clusters, significantly down-regulated genes were clustered into three profiles as, P0, P4, and P10, while up-regulated genes were clustered into P17, P18, and P19 (Supplementary **Figure S1**; Supplementary **Data Sheet S2**). These clusters include either down-regulated or up-regulated genes showing similar change in their expression and include genes of all studied time points. 

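Of the genes listed for the root profiles in Data Sheet S2, those linked to 1 probe each were followed on the log2 scale. The lists were drawn from these same arrays, so the medians describe them and are not independent evidence. For P0, 112 of 115 genes were linked, with median changes of -0.99, -1.85 and -1.43 at 4, 24 and 96 h. The 108 linked genes of P4 had medians of -0.62, -1.80 and -2.15, and the 78 with a value in P10 had -0.32, -1.71 and -1.18. At 4 h, 105 of the 108 genes in P4 and 67 of the 78 in P10 lay below 0. Among the rising profiles, the medians were 0.61, 1.34 and 1.58 in P17, 1.61, 1.08 and 1.41 in P18, and 1.52, 1.93 and 1.39 in P19.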

In shoot, regulated genes were profiled into 20 clusters from which 5 clusters were identified as significant ordered based on their *p*-values. 

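Shoot profile P0 held 47 linked genes, whose median log2 change was -1.18 at 24 h and -1.65 at 96 h. Its larger counterpart P4 held 156, with medians of -1.93 and -1.78. For P11, with 119 genes that had a value, the medians were 1.42 and 1.39. The 80 linked genes of P14 had medians of 1.82 at 24 h and 0.91 at 96 h, and the 41 of P15 had 0.97 and 1.32. Every linked gene with a value lay on the same side of 0 as its profile's median at both time points.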

Significantly down-regulated genes were clustered into P0 and P4, while up-regulated genes were clustered into P11, P14, and P15 (Supplementary **Figure S2**; Supplementary **Data Sheet S2**). The profile gene datasets were further analyzed to obtain gene–gene network interactions on their functional co-regulation pattern. In roots, down-(*n* = 312) and up-regulated (*n* = 314) profile gene datasets were analyzed that illustrated highly co-regulated 152 down-regulated (Supplementary **Figure S3**; Supplementary **Data Sheet S3**) and 145 up-regulated (Supplementary **Data Sheet S3**; Supplementary **Data Sheet S3**) genes (Opgen-Rhein and Strimmer, 2007). On the same front, down- (216) and up-regulated (255) profile gene datasets of shoots revealed highly co-regulated 162 down-regulated and 99 up-regulated genes (Supplementary **Figures S5** and **S6**; Supplementary **Data Sheet S3**). The data of co-regulated genes depicts about biological, cellular, and molecular processes regulated in a coordinated manner.

### Validation of the Set of Target Genes as Early Indicators

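On the arrays, each of the genes that the text names for the real-time RT-PCR comparison had a linked probe, and the RT-PCR values themselves were not analysed here. The calcium ATPase ACA13 (At3g22910) rose by 2.17, 1.03 and 0.36 (log2) in roots at 4, 24 and 96 h and by 0.90 and 0.12 in shoots at 24 and 96 h. CTR1 (At5g03730) rose by 1.81, 2.89 and 1.86 in roots and by 2.22 in shoots at 24 h, and changed by -0.70 at 96 h. The aquaporin PIP1;2 (At2g45960) changed by -0.51, -1.63 and -1.59 in roots and by -0.19 and -0.94 in shoots, and a second probe of the gene was near background on all arrays. PIP2;2 (At2g37170) changed by -0.73 in roots at 4 h and by 1.10 and 0.65 in shoots. Over 399 values of genes that the paper names in its text, Table 1 or its list of redox genes, 240 passed 2-fold, and under each of 4 other ways of processing the signals all 240 kept their sign. Of the 240, 228 still passed 2-fold with 75th percentile scaling, 215 with normexp, 231 with quantile normalization within tissue and 192 in the deposited table. The largest move among the 399 was that of APR1 in shoots at 24 h, from a bound of 5.71 to 1.50 (log2) in the deposited table.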

Microarray data was validated by analyzing the expression patterns of selected genes in roots and shoots (**Figures 2A–D**). These genes have known important functions in As stress responses ranging from water homeostasis (PIP1;2 and PIP2;2; Srivastava et al., 2013b), sulfur transport and assimilation (SULTR2;1 and APS1; Srivastava et al., 2014), jasmonate signaling (OPR1; Srivastava et al., 2009), Ca signaling (ACA13; Rai et al., 2012), As(V) uptake and response (WRKY6; Castrillo et al., 2013), and antioxidant responses (FSD2 and CAT3) and signaling (CTR1 and WRKY33). The expression patterns of selected genes were found to be similar in real time RT-PCR analysis and microarray analysis for all time points. However, fold change levels were a bit different in some cases, which may be due to differences in sensitivity of different instruments, fluorescent dyes, and methods. Correlation analysis between real time RT PCR data and microarray data depicted significant positive correlation at *p*< 0.01 for 4 h (0.919), 24 h (0.911), and 96 h (0.922) for roots; and for 24 h (0.796) and 96 (0.944) for shoot.

**FIGURE 2:**
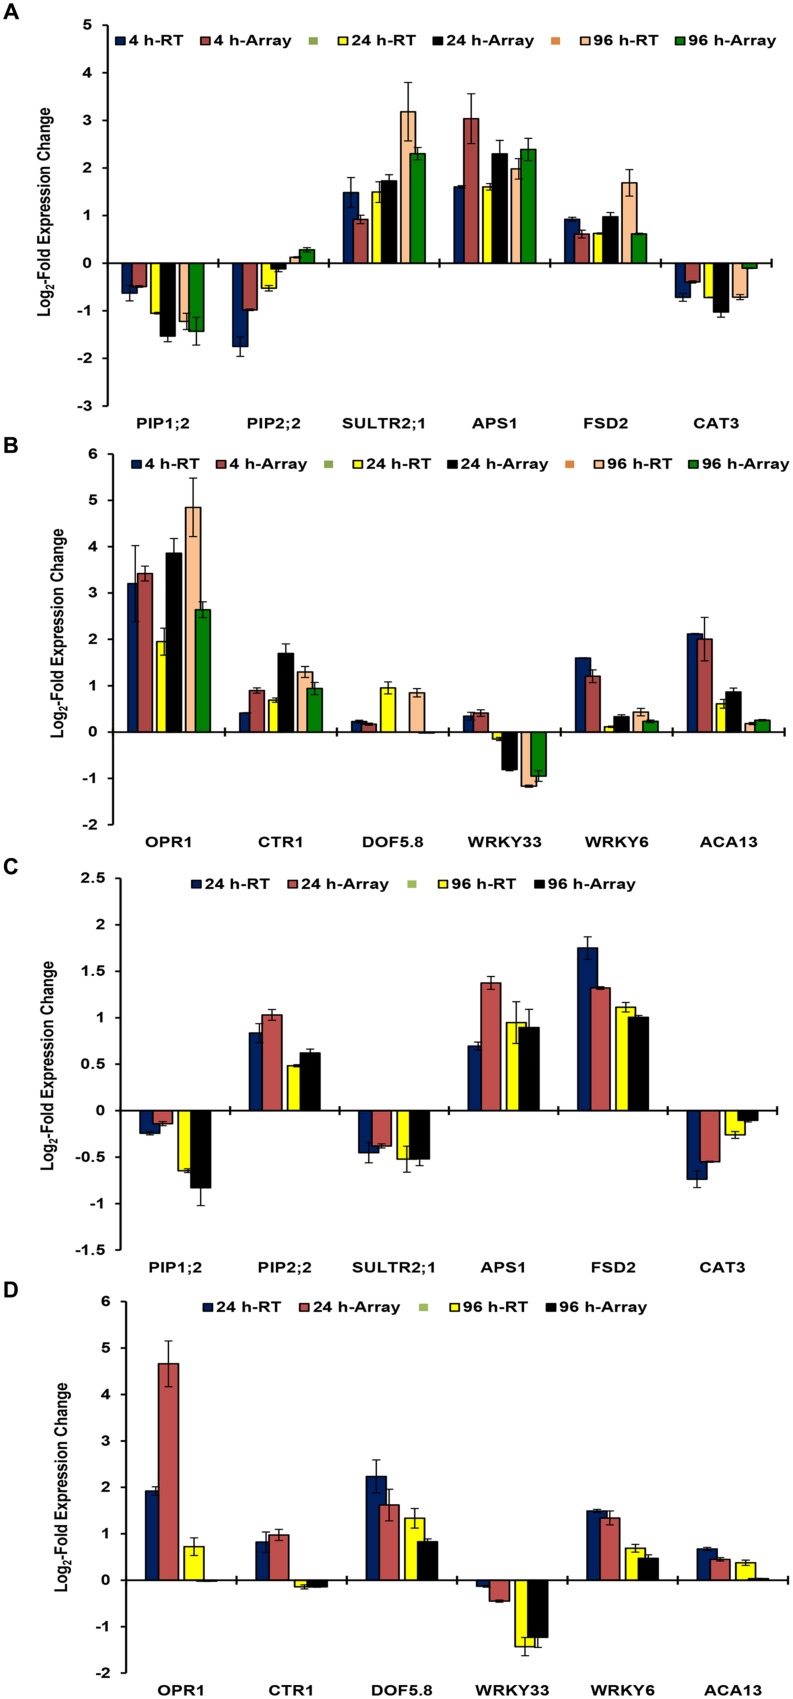
**Real time RT-PCR validation of microarray data of *B. juncea* roots at 4, 24, and 96 h (A,B); and of shoot at 24 and 96 h (C,D).** The data of RT-PCR has been overlapped with that microarray to demonstrate expression patterns. The *x*-axis represents the expression of various genes in control conditions.

### Gene Ontologies (GOs) and Enrichment Analysis of DE Genes

Transcriptomics offers an elusive way to look at the ubiquitous expression of genes and pathways specific to a particular stress conditions. To identify the genes, representative of particular pathways, SuperViewer^2^ was used and genes were classified on the basis of Mapman data. In addition, the up- and down-regulated genes were BLASTed against the TAIR 10 database and the corresponding *A. thaliana* IDs were used for gene-set enrichment using PlantGSEA. A total of 35, 4, 158, and 9 enriched gene sets in biological processes were found using *A. thaliana* as a background with an FDR < 0.05 in root down-regulated, root up-regulated, shoot down-regulated and shoot up-regulated genes, respectively (Supplementary **Data Sheet S3**). In root up-regulated geneset, enrichment analysis identified a GO category (GO:0009605, *p*-value 1.22E-04, FDR = 0.0338), which is linked to the salicyclic acid-mediated signaling pathway suggesting the up-regulation of the genesets involved in salicyclic acid singling. This observation of enriched GO of SA signaling correlates with the recent finding, where SA supplementation has been demonstrated to reduce the As toxicity by reducing the root to shoot translocation of As in *Oryza sativa* (Singh et al., 2015). Interestingly, less enriched genesets were observed in root down-regulated genes, which included GO:0034285 (Response to disaccharide stimulus, *p*-value = 1.61E-05, FDR = 0.0297), and GO:0009744 (Response to sucrose stimulus, *p*-value = 1.46E-05, FDR = 0.0297). The observed down-regulation of such genesets correlates with results of a previous study in *A. thaliana* showing down-regulation of the sugar transporters in response to As stress (Fu et al., 2014). In root up-regulated geneset, regulation of programmed cell death (GO:0043067, *p*-value = 1.00E-05, FDR = 9.47E-03) was also represented as the enriched GO category. Proteomic characterization of the As stress induced roots revealed the accumulation of the lipid peroxidation, and *in vivo* H_2_O_2_ contents (Ahsan et al., 2008). The accumulation of these oxidation related metabolites reflects oxidative stress conditions, which might be lined to cell death. In shoots, geneset enrichment revealed a higher number of regulated GO terms in up-regulated genes as compared to root up-regulated genes. Among the GO terms the enriched were mainly associated with carbohydrate stimulus (GO:0009743, *p*-value = 5.85E-13, FDR = 4.58E-09), response to jasmonic acid (JA; GO:0009753, *p*-value = 2.29E-08, FDR = 1.28E-05), and oxylipin metabolic processes (GO:0031407, *p*-value = 2.78E-05, FDR = 3.63E-03). Previous studies on As stress using proteomics based characterization revealed the up-regulation of the JA pathway and is supported by several additional studies, which recently indicated the role of JA in response to the metal stress (Agrawal et al., 2003; Rodriguez-Serrano et al., 2006; Srivastava et al., 2009).

### Regulatory Gene Categories Responsive to As Stress

To construct a picture from the transcriptome analysis, it was considered imperative to arrange genes into specific functional categories. SuperViewer software^3^ was used for the purpose and genes were classified on the basis of Mapman data. Genes belonging to various major categories were plotted, which is presented in **Figure 3**. A few of the important categories are being discussed in the following sections.

**FIGURE 3:**
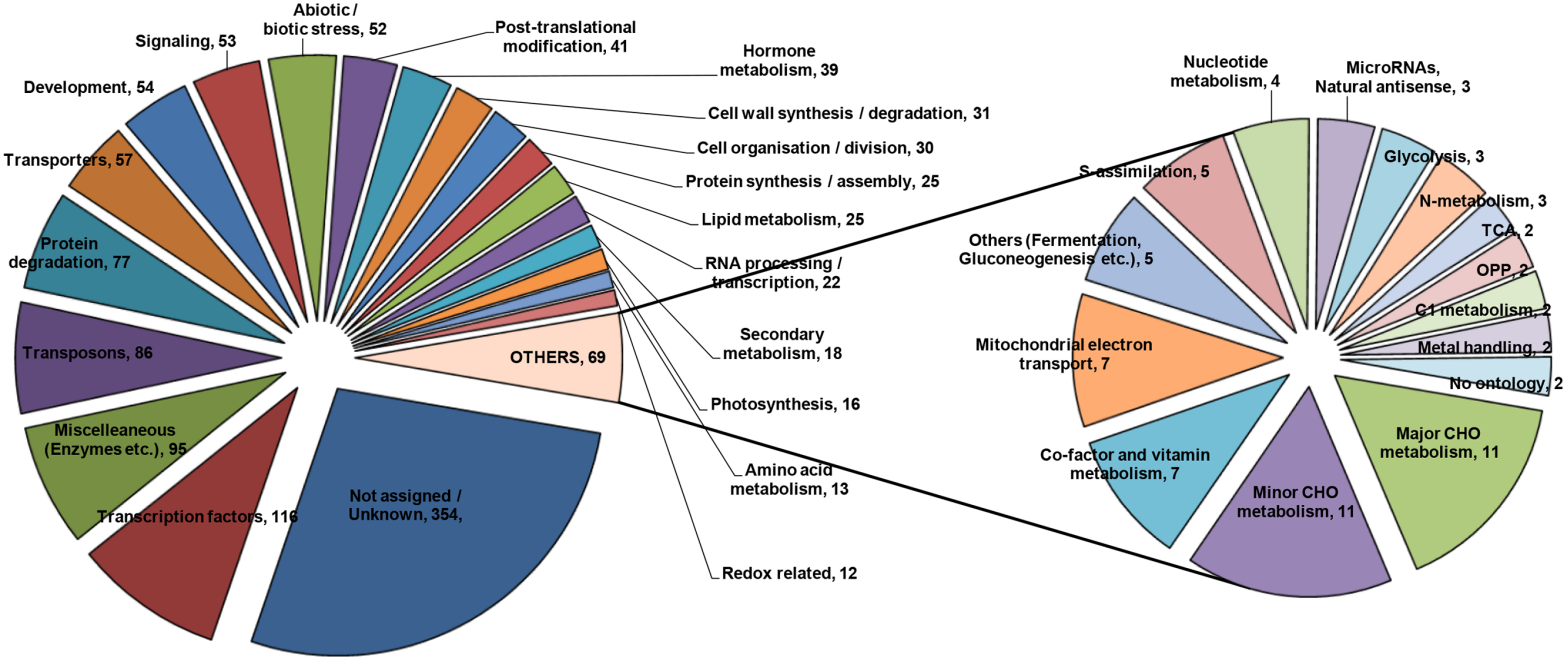
**Metabolic pathway analysis of the DE genes based on KEGG database using SuperViewer online tool**.

### Transporters: Role of NIPs, PIPs, and Mitochondrial Transporters

Transporters play a key role in the regulation of uptake and transport of As and other metabolites. 

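The 57 transporters of Data Sheet S4 included 55 that were linked to 1 probe each. At least 2-fold, 52 of the 55 changed in 1 or more comparisons, 17 upward only, 32 downward only and 3 in both directions. In roots, 9, 13 and 10 rose and 9, 21 and 17 fell at 4, 24 and 96 h. In shoots, 11 and 7 rose and 18 and 18 fell at 24 and 96 h. Raising the threshold to 3-fold moved the count of changed transporters most, to 39. The genes were listed by the paper from these arrays, so the tallies describe them.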

Superviewer analysis revealed a total of 57 up- and down-regulated transporters in As stress (Supplementary **Data Sheet S4**; **Figure 4**). Among these, we identified six transporters of major intrinsic proteins (MIP) superfamily comprising one nodulin 26-like intrinsic protein (NIP2;1), one tonoplast intrinsic protein (TIP2), and four plasma membrane intrinsic proteins (PIP1;2, PIP1;4, PIP2;1, and PIP2;2). 

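NIP2;1 (At2g34390) rose by 0.83, 1.46 and 1.58 in roots at 4, 24 and 96 h and by 3.46 and 0.84 in shoots at 24 and 96 h (log2). TIP2 (At3g26520) changed by -0.72, -1.89 and -1.08 in roots and stayed below 2-fold in shoots, at 0.84 and 0.67. In roots PIP1;4 (At4g00430) rose at every time point, by 1.14, 2.50 and 1.88, and PIP2;1 (At3g53420) changed by -0.42, 0.46 and 0.15. Of that pair, PIP2;1 passed 2-fold in shoots at 24 h (1.48), whereas PIP1;4 changed by -0.37.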

The role of NIP2;1 in rice (OsNIP2;1, known as Lsi1; Low Silicon) in the uptake of As(III) and methylated As species has been previously demonstrated (Ma et al., 2008; Li et al., 2009). In *Arabidopsis* also, role of various NIPs viz., NIP1;1, NIP3;1, and NIP7;1 in AsIII transport has been experimentally demonstrated (Isayenkov and Maathuis, 2008; Kamiya et al., 2009; Xu et al., 2015). As responsiveness of PIPs has been earlier reported by Srivastava et al. (2013b) who suggested that they might regulate water uptake and transport under As stress. Mosa et al. (2012) also proposed a role of certain PIPs (OsPIP2;4, PIP2;6, PIP2;7) in As uptake. Additionally, five ATP-Binding Cassette (ABC) transporters were also found including ABCB4, ABCC4, ABCF4, ABCG27, and ABCG32. 

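ABCB4 (At2g47000) rose by 1.01 in roots at 4 h and by 1.73 in shoots at 24 h. For ABCC4 (At2g47800), 1 probe rose by 1.76, 1.21 and 0.67 in roots and changed by -1.17 in shoots at 96 h, while a second probe, with a log2 level of 4.51 in the control root against 12.51 for the other, rose by 0.60, 0.44 and 0.14 in roots. ABCF4 (At3g54540) rose in shoots only, by 1.30 and 1.37 at 24 and 96 h. ABCG27 (At3g52310) changed by -1.02 and -1.39 in roots at 4 and 24 h and by -2.26 in shoots at 96 h. ABCG32 (At2g26910) changed by -1.55 and -1.93 in shoots and by -0.97 in roots at 96 h.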

ABC transporters were found to be responsive to As(III) in rice also (Yu et al., 2012). Further, five members of mitochondrial transporters were found, which included one phosphate transporter (PHT3;2: up-regulated in shoot), dicarboxylate transporter 1 (DIT1; down-regulated in shoot) and dicarboxylate carrier 1 (DIC1; down-regulated in both shoot and root). 

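DIC1 (At2g22500) fell in every comparison, with changes of -1.53, -3.17 and -3.12 in roots at 4, 24 and 96 h and of -2.63 and -2.91 in shoots at 24 and 96 h (log2). DIT1 (At5g12860) changed by -1.31 and -1.89 in shoots and by -0.26, 0.10 and 0.07 in roots. PHT3;2 was linked to no probe and is not reported.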

Since, As(V) can act as a co-substrate for DIC1 (Palmieri et al., 2008), its down-regulation might be to prevent As(V) entry into mitochondrial matrix so as to avoid disturbance to energy and redox metabolism (Srivastava et al., 2013c).

**FIGURE 4:**
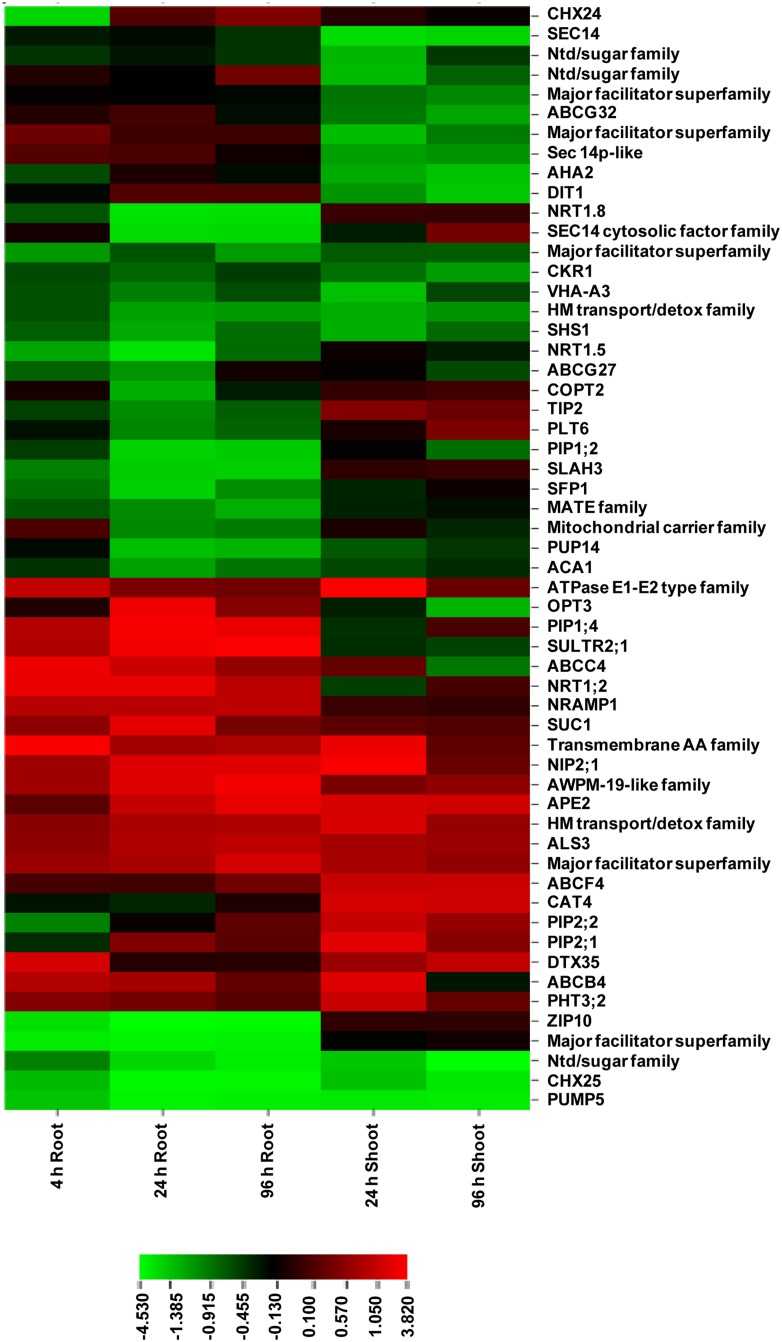
**Expression profile of DE genes encoding transporters at various time points in root and shoot of arsenic-exposed *B. juncea* seedlings.** Red and green represent up-regulated and down-regulated genes, respectively.

### Phytohormones: Early Indicators of As Stress

Among the hormone pathways, we specifically focused on JA and ABA pathway owing to their importance as regulators of abiotic stresses (Supplementary **Data Sheet S4**; Supplementary **Figure S7**). Jasmonates are important regulators of As stress perception and response mechanisms (Srivastava et al., 2009). 

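AOC4 (At1g13280) changed by -1.15 and -1.19 in roots at 24 and 96 h and by -0.67 at 4 h, with changes of -0.13 and -0.10 in shoots. OPR1 (At1g76680) rose by 4.30, 4.70 and 3.38 in roots and by 5.43 in shoots at 24 h, and changed by -0.12 in shoots at 96 h. OPR2 (At1g76690) rose by 3.57, 2.93 and 2.28 in roots and by 3.48 in shoots at 24 h. OPR3 (At2g06050) changed by -0.49, -0.89 and -0.90 in roots and rose by 1.47 in shoots at 96 h. The conjugating enzyme JAR1 (At2g46370) changed by -1.26 in shoots at 24 h, and no other change of it reached 2-fold. Of the repressors, JAZ1 (At1g19180) changed by -2.08 and -2.30 in roots at 24 and 96 h, and JAZ5 (At1g17380) by -1.99 and -2.23. In shoots, JAZ5 changed by -1.37 at 24 h, and JAZ1 by -0.84 and -0.86 at 24 and 96 h. At 4 h in roots, both changed by less than 2-fold (-0.25 and -0.43).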

In the present work, genes related to jasmonate biosynthesis and function included allene oxide cyclase 4 (AOC4, down-regulated in root), 12-oxophytodienoate reductases (OPR1, OPR2, and OPR3, up-regulated in both root and shoot), jasmonate resistance 1 (JAR1, down-regulated in shoot), and two jasmonate-zim-domain proteins (JAZ1 and JAZ5, down-regulated in roots). AOC4 and OPRs constitute enzymes of jasmonate biosynthesis pathways, while JAR1 is involved in synthesis of bioactive JA-Isoleucine from JA (Wasternack, 2007; Browse, 2009). JAZs are involved in repression of JA signaling and their degradation leads to jasmonate-dependent gene expression (Staswick, 2008; Ellinger and Kubigsteltig, 2010). Another important gene, sulfotransferase 2 A, which encodes a hydroxyjasmonate sulfotransferase and shows induction upon treatment with methyljasmonate and 12-hydroxyjasmonate, was significantly up-regulated. This gene is supposed to regulate excess JA or biological activity of 12-hydroxyjasmonic acid (Gidda et al., 2003). Among ABA related genes, three important ones were highly ABA-induced PP2C1 (HAI1), ABA insensitive 1 (ABI1), and ABA interacting protein 2 (AIP2). 

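ABI1 (At4g26080) rose by 1.10 in roots at 96 h and by 1.15 and 1.01 in shoots at 24 and 96 h, and stayed below 2-fold in roots at 4 h (0.91) and 24 h (0.38). AIP2 (At5g20910) rose by 1.48, 2.03 and 1.37 in roots at 4, 24 and 96 h and by 2.74 and 0.66 in shoots. The probe of HAI1 (At5g59220) was near background on all 7 arrays, so no change of it was computed.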

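Among 13 auxin-related genes of Data Sheet S4, all linked to 1 probe each, 6 rose only, 5 fell only and 2 changed in both directions at 2-fold. Rises in roots came from the auxin-responsive family protein At5g47530, by 2.49, 3.59 and 2.15 at 4, 24 and 96 h, from the SAUR-like protein At2g46690, by 1.20 and 1.58 at 24 and 96 h, and from PIN6 at 4 h. At5g35735 changed by -1.82 in roots at 24 h and rose by 1.16 in shoots at 96 h. The shoot rises at 96 h also included 4 SAUR-like proteins, with log2 changes between 1.07 and 1.88. Apart from PIN6, the genes named here were chosen after their values were seen.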

With respect to auxins, genes mostly included those of auxin responsive proteins from shoots and roots, which were up-regulated. In addition, there were two auxin eﬄux carrier family proteins (PIN3 and PIN6), both of which were down-regulated in shoot. 

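PIN3 (At1g70940) changed by -1.26 and -1.22 in shoots at 24 and 96 h and by -0.13 to -0.25 in roots. PIN6 (At1g77110) changed by -1.95 and -3.85 in shoots. In roots it rose, by 1.44 at 4 h, 0.71 at 24 h and 0.60 at 96 h.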

Down-regulation of PIN3 and PIN6 appears to be related to inhibition of root growth (Friml et al., 2002; Cazzonelli et al., 2013) under As stress. In addition, SA biosynthesis was also altered as there was consistent up-regulation of an important gene, farnesoic acid carboxyl-*O*-methyltransferase (FAMT) in both roots and shoot. Therefore, various hormones appeared to play important functions in response to As stress in plants with JA and SA being probably the major facilitators as indicated by our pathway enrichment analysis. This is in contrast to earlier study of Yu et al. (2012) where JA was considered to be the major player in signaling of As stress.

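FAMT (At3g44860) rose by 0.48, 2.15 and 3.39 in roots at 4, 24 and 96 h and by 1.60 and 2.09 in shoots at 24 and 96 h, so that 4 of its 5 changes passed 2-fold.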

### Transcription Factors: Role and Regulation in As Stress

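All 116 transcription factors of Data Sheet S4 were linked to 1 probe each. At 2-fold, 112 of them changed in at least 1 comparison, 54 upward only, 53 downward only and 5 in both directions. The numbers up and down were 22 and 11 in roots at 4 h, 27 and 37 at 24 h and 25 and 36 at 96 h. In shoots, 37 rose and 40 fell at 24 h, and 26 rose and 41 fell at 96 h. In all 5 comparisons, 6 rose and 7 fell.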

A total of 116 transcription factors showed change in expression upon As stress. These included Myb, WRKY, GATA, AP2/EREBP, heat shock, G2-like, basis helix-loop-helix, homeobox, C2H2 zinc fingers, constants-like, DOF zinc finger etc (Supplementary **Data Sheet S4**; Supplementary **Figures S8A,B**). Two heat shock TFs, HSFA2 and HSFB2A showed significant up-regulation in roots on all studied time points, while HSFA2 also demonstrated significant up-regulation in shoot. 

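HSFA2 (At2g26150) rose by 3.24, 3.73 and 1.92 in roots at 4, 24 and 96 h and by 5.36 and 3.84 in shoots at 24 and 96 h. HSFB2A (At5g62020) rose by 2.40, 2.46 and 1.34 in roots, and its shoot changes of 0.65 and -0.40 stayed below 2-fold.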

HSFA2 is known to act as a key regulator in inducing the defense system under a number of environmental stress as well as against H_2_O_2_ treatment (Nishizawa et al., 2006). One transcription factor, plant U-box 23 (PUB23) was down-regulated in both root and shoot on all time points. 

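PUB23 (At2g35930) changed by -0.41, -1.15 and -1.51 in roots at 4, 24 and 96 h and by -3.37 and -3.35 in shoots at 24 and 96 h, so the change at 4 h was below 2-fold.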

PUB23 plays a role in drought stress and negatively regulates water stress response (Cho et al., 2008). Hence, down-regulation of PUB23 might be achieved to balance As-mediated disturbance to water status (Srivastava et al., 2013b). 

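In roots, ZAT6 (At5g04340) changed by 0.07 at 4 h and by -1.18 and -1.45 at 24 and 96 h. Its shoot changes were -0.47 and -0.83. ZAT12 (At5g59820) changed by -1.42 and -2.34 in shoots at 24 and 96 h, against 0.13, -0.68 and -0.57 in roots.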

Two important C2H2 zinc finger TFs included zinc finger of *A. thaliana*, ZAT6 and ZAT12, which were significantly down-regulated in root and shoot, respectively. ZAT6 is a repressor of primary root length and regulator of phosphate homeostasis (Devaiah et al., 2007a). ZAT12 forms oxidative stress signal transduction network along with ZAT7 and WRKY25 for the expression of ascorbate peroxidase 1 (APX1; Rizhsky et al., 2004) and plays a central role in ROS homeostasis (Davletova et al., 2005). WRKY family comprised six TFs including WRKY6, WRKY18, WRKY33, WRKY40, WRKY48, and WRKY75. Of these, WRKY75 showed significant up-regulation at 4 h in roots and WRKY6 was up-regulated significantly at 4 h in roots and at 24 h in shoot. 

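WRKY6 (At1g62300) rose by 1.29 in roots at 4 h and by 1.67 in shoots at 24 h. At the other time points it changed by 0.41 and 0.27 in roots and 0.63 in shoots. WRKY75 (At5g13080) rose by 1.79 in roots at 4 h and by 0.44 and 0.25 later. In the control shoot WRKY75 was near background, and under As(V) its level was at least 11.3-fold higher at 24 h and at least 3.23-fold higher at 96 h. The other members fell. WRKY40 (At1g80840) changed by -3.55 and -3.76 in roots at 24 and 96 h and by -3.96 and -3.36 in shoots, and WRKY48 (At5g49520) by -1.76 and -1.55 in roots and -1.60 and -1.50 in shoots. WRKY18 (At4g31800) passed 2-fold in roots, at -1.04, -1.94 and -1.04. For WRKY33 (At2g38470) the changes were 0.43, -0.83 and -1.09 in roots and -0.51 and -1.54 in shoots.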

In recent analysis of Castrillo et al. (2013) As(V) stress was found to induce burst of transposons and to repress As(V)/Pi transporter PHT1;1 and these responses were mediated by WRKY6. Further, WRKY75 is also known as a modulator of Pi starvation response and root development (Devaiah et al., 2007b). An early induction of WRKY6 and WRKY75 at 4 h thus confirms to the earlier reports that As(V) acts as a Pi mimic and affects expression of genes induced by Pi starvation (Catarecha et al., 2007). Myb family included a total of 13 transcriptional factors showing up or down-regulation at various time points in either root or shoot. 

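Of the 13 Myb factors in Data Sheet S4, 12 changed at least 2-fold in 1 or more comparisons, 4 upward only, 7 downward only and 1, MYB3R4 (At5g11510), in both directions. In the control root MYB3R4 was near background, and under As(V) it rose by at least 4.51, 5.53 and 6.51 (log2) at 4, 24 and 96 h. In shoots it changed by -1.21 and -1.35 at 24 and 96 h. MYB3R2 (At4g00540) was near background on all arrays. Both were named after their values were seen.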

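MYB15 (At3g23250) changed by -1.24, -2.92 and -2.91 in roots at 4, 24 and 96 h and by -5.09 and -3.57 in shoots at 24 and 96 h. For MYB39 (At4g17785), the log2 changes were -1.44, -2.64 and -3.64 in roots and -1.85 and -5.34 in shoots. MYB77 (At3g50060) changed by -0.91 in roots at 4 h, below 2-fold, and by -2.10 to -2.35 in the other comparisons.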

Three TFs, Myb15, Myb39, and Myb77 were down-regulated on all time points in both root and shoot. Two other Mybs, Myb28, and Myb73 were both down-regulated in shoots only and have functions in the regulation of glucosinolate metabolism (Augustine et al., 2013) and SA and JA-signaling pathways, respectively (Jia et al., 2011). 

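MYB28 (At5g61420) changed by -1.79 and -1.42 in shoots at 24 and 96 h and by 0.04, -0.19 and 0.03 in roots. MYB73 (At4g37260) changed by -1.15 and -1.49 in shoots, and by -0.62 and -0.83 in roots at 24 and 96 h, below 2-fold.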

Another important TF was oxidation-related zinc finger 1 (OZF1; up-regulated in shoot only). 

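OZF1 (At2g19810) rose by 2.03 and 1.84 in shoots at 24 and 96 h. In roots its changes were 0.21, 0.48 and 0.55 at 4, 24 and 96 h.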

OZF1 transcripts get induced in response to H_2_O_2_ and ABA treatments and OZF1 overexpressing plants are relatively resistant to oxidative stress than wild type plants (Huang et al., 2011).

### Signaling Kinetics in As Tolerance

A total of 53 genes were grouped into signaling-related. 

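Of the 53 signaling genes in Data Sheet S4, 52 were linked to 1 probe each, and 47 changed at least 2-fold in 1 or more comparisons. These comprised 18 that rose only, 26 that fell only and 3 that did both, while 5 were near background on all arrays. In roots, 13, 13 and 9 genes rose and 6, 20 and 13 fell at 4, 24 and 96 h. In shoots, 10 and 6 rose and 18 and 16 fell at 24 and 96 h. In all 5 comparisons, 4 genes fell and 0 rose.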

Signaling related genes included a number of kinases including mitogen-activated protein kinases, calcium and light-mediated genes (Supplementary **Data Sheet S4**; Supplementary **Figure S9A,B**). 

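RHS6 (At1g51880) had a pair of spots. At 4 h in roots, 1 of the spots read 18.63 on the deposited log2 scale, against 8.32 on the control root array, and was marked as an outlier by the scanner software. The other spot read 8.35 and 8.33 on the same arrays. With the marked spot left out, RHS6 was near background on all 4 root arrays, and no root change was computed. In shoots RHS6 changed by -0.49 at 24 h and 1.50 at 96 h.

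**Figure D3:**
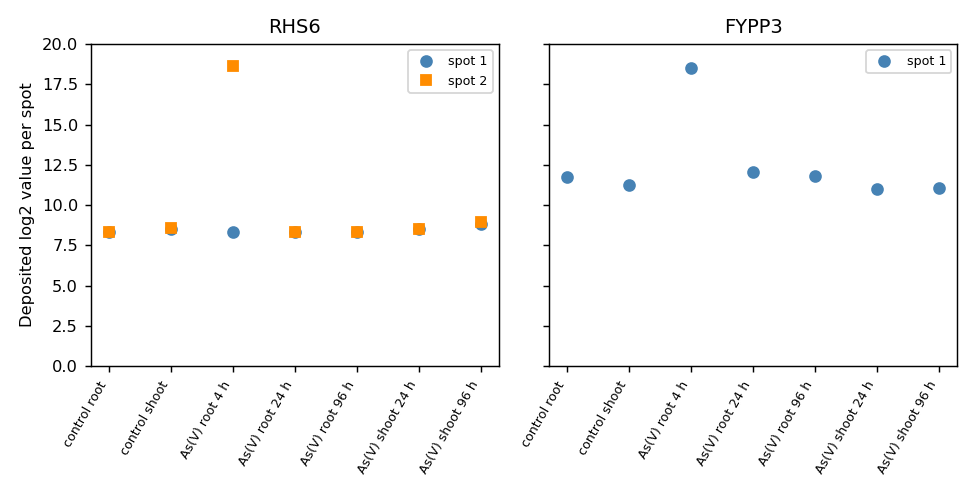
Deposited log2 value (y-axis) of each spot of RHS6 and FYPP3 on each of the 7 arrays (x-axis). In roots at 4 h, 1 spot of RHS6 (18.63) and the spot of FYPP3 (18.49) were marked as outliers, and the other spot of RHS6 read 8.35.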

One leucine-rich repeat receptor like kinase family gene, root hair specific 6 (RHS6) showed an induction of greater than fivefold. This gene is not yet fully characterized; however a study suggested that it might mediate specific external signals for root hair development (Won et al., 2009). Its early induction indicates toward a possible role of RHS6 in perceiving and delivering the As stress signal. A total of 14 genes belonged to calcium signaling category. Calreticulin 3 (CRT3) was found to be up-regulated until 24 h in roots. This is a high affinity Ca^2+^ binding molecular chaperone regulating Ca^2+^ homeostasis in ER lumen (Qiu et al., 2012). 

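CRT3 (At1g08450) rose by 1.17 and 1.11 in roots at 4 and 24 h and by 0.61 at 96 h. Its shoot changes were -0.20 and 0.18. Among all 14 calcium signaling genes of Data Sheet S4, 6 rose, 7 fell and 1 was near background on all arrays.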

Other important known genes included calmodulin-like 38 (CML38; down-regulated in both root and shoot), calcium-dependent protein kinase 4 (CIPK4, up-regulated in both root and shoot), CML42 (up-regulated at 4 h in root and at 24 h in shoot), calcineurin B-like protein 4 (CBL4 or salt overly sensitive 3, SOS3, up-regulated in root and shoot on early time points) and CML1 (up-regulated at 24 h in shoot). 

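CML38 (At1g76650) changed by -2.69 and -2.86 in roots at 24 and 96 h and by -1.32 and -1.77 in shoots, and by -0.74 in roots at 4 h. The gene that the text calls CIPK4 is listed as CPK4 (At4g09570) in Data Sheet S4. It rose by 2.48, 2.91 and 2.69 in roots at 4, 24 and 96 h and by 3.54 in shoots at 24 h, with 0.37 at 96 h. CML42 (At4g20780) rose by 1.74 in roots at 4 h and by 1.52 in shoots at 24 h, and by 0.13 to 0.43 elsewhere. CBL4 (At5g24270) rose by 2.22 and 1.07 in roots at 4 and 24 h and by 1.69 in shoots at 24 h. Listed as CAM1, At5g37780 was near background on all arrays once a spot marked as an outlier in shoots at 24 h was left out, so it has no value.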

CML38 and CML42 play important roles as sensors in Ca^2+^-mediated signaling (Vanderbeld and Snedden, 2007; Vadassery et al., 2013). CML42 acts as a linker connecting Ca(2+) and JA signaling and affects expression of JA responsive genes negatively (Vadassery et al., 2013). CIPK4 is a positive regulator of Ca-mediated ABA signaling through phosphorylation of ABA responsive transcription factors (Zhu et al., 2007). CBL4 along with its interacting kinase CIPK6 (which was also found among responsive genes in this study) modulates the activity of Na^+^ and K^+^ channels to regulate ion homeostasis (Held et al., 2011). 

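MAPKKK3 (At1g53570) changed by -1.44 and -1.32 in shoots at 24 and 96 h and by -1.52 in roots at 24 h. MAPK3 (At3g45640) changed by -1.80 and -1.81 in roots at 24 and 96 h and by -0.45 at 4 h, and its shoot changes were -0.14 and -0.02. The probe of MKK4 (At1g51660) was near background on all 7 arrays and gave no change.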

Among MAP kinase signaling pathway, MAPKKK3 (down-regulated in shoots), MKK4, and MAPK3 (down-regulated in roots) were altered in response to As. MAPKs functions in a cascade to transducer extracellular signals to the nucleus for cellular adjustments and consists of three components (Sinha et al., 2011). In rice, As(III) stress was found to induce transcripts of MPK3 and MKK4, which were also demonstrated to interact with each other (Rao et al., 2011). In *Brassica*, As stress response appears to involve MAPKKK3–MKK4–MPK3 cascade but its exact nature requires to be analyzed in further studies. FYPP3, a serine threonine protein phosphatase, showed up-regulation of 6.7-fold in 4 h As treated roots and was expressed at control levels on other time points. Such a high level of up-regulation within 4 h of As treatment warrants its important role in As stress perception and signaling, which needs to be evaluated in future work.

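FYPP3 (At3g19980) was measured by 1 spot. That spot, in roots at 4 h, read 18.49 on the deposited log2 scale, against 11.75 on the control root array, a difference of 6.74. The scanner software marked it there as an outlier, so no value is reported for 4 h. FYPP3 changed by 0.30 and 0.08 in roots at 24 and 96 h and by -0.37 and -0.26 in shoots.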

### Redox-Related Profiled Genes in As Stress

Redox related genes included a total of 12 genes, of which 7 were up-regulated and 5 were down-regulated (Supplementary **Data Sheet S4**; **Figure 5A**). 

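Of the 12 redox genes, 11 changed at least 2-fold in 1 or more comparisons, 6 upward and 5 downward. GRXS17 was near background on all arrays. Besides the genes named in the text, ACHT4 (At1g08570) rose by 1.13 and 1.55 in roots at 24 and 96 h and by 1.27 in shoots at 24 h. The falls other than that of CAT3 were those of GRX480 (At1g28480), at -1.89 and -3.34 in roots at 24 and 96 h and -2.41 and -2.50 in shoots, of CXXS1 (At1g11530) and WCRKC1 (At5g06690), at -1.66 and -1.45 in roots at 24 h, and of OXP1 (At5g37830), which fell by 1.00 in shoots at 24 h and changed by -1.27 at 96 h. ACHT4 and these 4 genes were named after their values were seen.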

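GPX6 (At4g11600) rose by 1.56, 1.11 and 1.41 in roots at 4, 24 and 96 h. MDAR2 (At5g03630) passed 2-fold in roots at 24 h (1.14), with 0.77 and 0.79 at 4 and 96 h. CSD1 (At1g08830) rose by 1.35 and 1.19 in roots at 24 and 96 h and by 1.10 in shoots at 24 h. In shoots GPX3 (At2g43350) rose by 1.03 and 1.26 at 24 and 96 h. FSD2 (At5g51100) rose by 1.98 and 1.55 in shoots, and in roots by 1.34, 1.85 and 1.29. GRXS17 (At4g04950) has no value.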

The up-regulated genes included monothiol glutaredoxin 17 (GRXS17), glutathione peroxidase 6 (GPX6), monodehydroascorbate reductase (MDAR2), copper/zinc superoxide dismutase 1 (CSD1) in roots and GPX3 and Fe SOD 2 (FSD2) in shoot. Glutaredoxins (Grxs) are small ubiquitous proteins of the thioredoxin (Trx) family and mediate reversible reduction of disulphide bonds of their substrate proteins in the presence of GSH via a dithiol or monothiol mechanism (Rouhier et al., 2008). GPX6 encodes cytosolic and mitochondrial isoforms and was found to be strongly up-regulated under various abiotic stresses including copper (Milla et al., 2003). JA has been found to induce specifically the GPX6 expression. GPX3 was found to show a slow increase under various stresses. This is in corroboration with the present transcriptome results. GPX3 has been found to play a dual role in plants: H_2_O_2_ homeostasis and relaying of H_2_O_2_ signal in guard cells. This signal mediates stomatal regulation in response to ABA (Miao et al., 2006). Thus, GPX6 and GPX3 overexpression at different time points appeared to regulate ROS levels and stomatal opening under As stress. SODs constitute the first line of defense against ROS and dismutate superoxide radicals to H_2_O_2_. MDAR is a component enzyme of ascorbate-glutathione pathway, which is involved in regulating H_2_O_2_. Catalase is another important enzyme for H_2_O_2_ regulation. The up-regulation of SODs and MDAR under As stress suggests stimulation of antioxidant machinery to protect against oxidative damage. 

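For CAT3 (At1g20620), 1 probe changed by -1.20 in roots at 24 h and by -0.43 and -0.02 at 4 and 96 h. A second probe of the gene, with a log2 level of 4.43 in the control root against 10.95, changed by 0.07, -0.30 and 0.10 in roots at 4, 24 and 96 h and by 0.73 and -0.15 in shoots, where the other gave -0.42 and -0.05. The mean of both probes in roots at 24 h was -0.75.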

CAT3 down-regulation appears to be due to differential regulation of three CAT genes (CAT1, CAT2, and CAT3) under various abiotic stress and developmental stages (Du et al., 2008).

**FIGURE 5:**
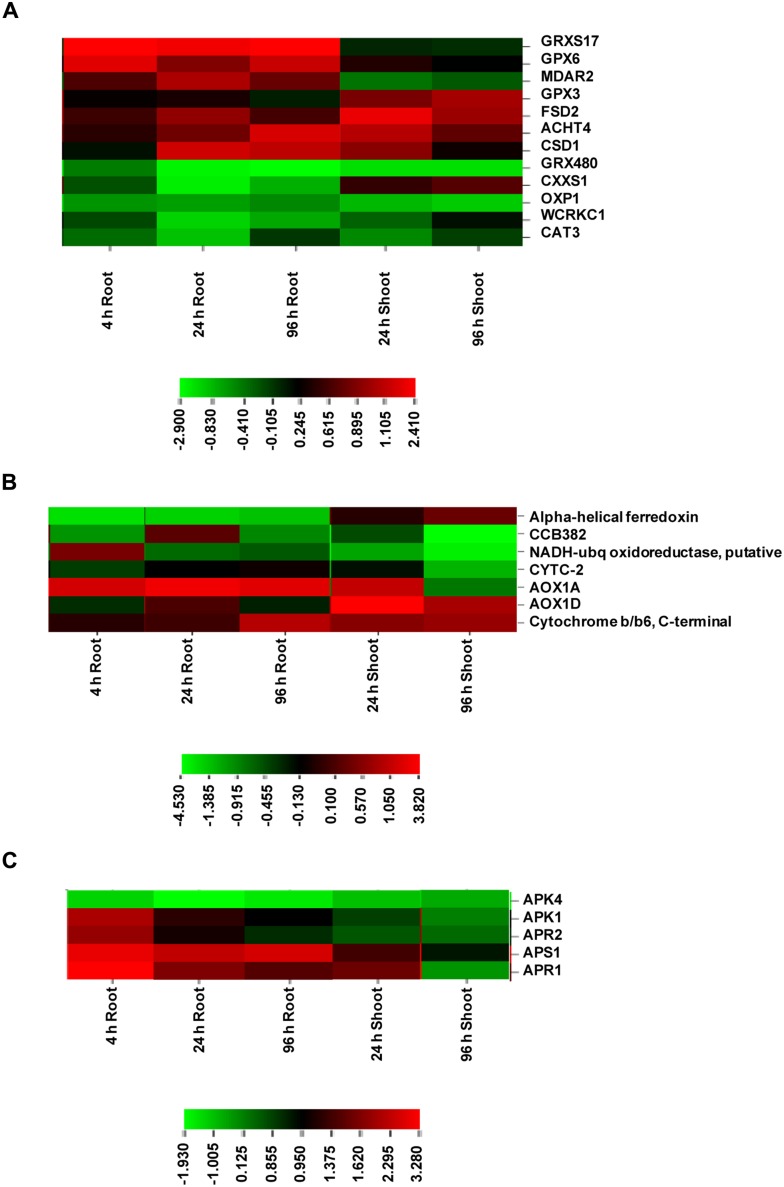
**Expression profile of DE genes encoding proteins of redox (A), electron transport (B), and S-assimilation (C) at various time points in root and shoot of arsenic-exposed *B. juncea* seedlings.** Red and green represent up-regulated and down-regulated genes, respectively.

### Mitochondrial Electron Transport

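Each of the 7 electron transport genes of Data Sheet S4 rose at least 2-fold in 1 or more comparisons. Cytochrome b/b6 (At2g07727) rose by 1.20, 1.32 and 1.58 in roots at 4, 24 and 96 h and by 1.46 and 1.32 in shoots at 24 and 96 h. Cytochrome c-2 (At4g10040) rose by 1.31, 1.49 and 1.57 in roots and by 1.49 and 0.47 in shoots. CCB382 (ATMG00830) rose by 1.58, 3.06 and 2.07 in roots and by 1.76 in shoots at 24 h, and changed by -2.11 at 96 h. The alpha-helical ferredoxin (At1g79010) rose by 1.75 and 1.77 in shoots and by 0.20 to 0.45 in roots. For the 24 kDa subunit of NADH-ubiquinone oxidoreductase (At4g02580), a rise of 1.30 in roots at 4 h passed 2-fold, and the other changes lay between -0.25 and 0.89.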

All the genes belonging to mitochondrial electron transport chain showed significant up-regulation in both root and shoot including alternative oxidase (AOX1D and AOX1A), cytochrome b/b6 and cytochrome c-2, indicating that ETC was under stress in presence of As due to altered energy requirements (Supplementary **Data Sheet S4**; **Figure 5B**). 

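AOX1D (At1g32350) rose by 2.51, 2.70 and 2.64 in roots at 4, 24 and 96 h and by 3.33 and 1.87 in shoots at 24 and 96 h. AOX1A (At3g22370) rose by 2.09, 2.53 and 2.21 in roots and by 2.00 and 0.63 in shoots.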

A significant up-regulation of AOX1 isoforms in this study suggests their critical involvement in the regulation of ROS levels, redox and energy status under As stress (Giraud et al., 2008; Srivastava et al., 2013c). This is in sharp contrast to earlier studies where As treatment failed to induce AOX transcripts during microarray studies in *Arabidopsis* and rice (Abercrombie et al., 2008; Norton et al., 2008; Chakrabarty et al., 2009).

### Transposons

Recent study of Castrillo et al. (2013) elucidated the role of the transposon burst in As stress response, with as many as 869 genes up-regulated in *A. thaliana* plants after 1.5 h exposure to As(V) (Castrillo et al., 2013). Transposon activation in response to stress can lead to deleterious effects, such as gene deletion or insertion, chromosome rearrangement, and alterations in gene expression (Ma and Bennetzen, 2006; Ito, 2012). As proposed by Castrillo et al. (2013) change in transposon expression might be linked to epigenetic alterations and be part of survival mechanisms of plants. A large number of transposons were also found among the responsive genes in this work. This included 37 transposons, which were down-regulated and 38 transposons that were up-regulated on various time points in roots and shoot (Supplementary **Data Sheet S4**; Supplementary **Figure S10**). 

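All 65 transposons of Data Sheet S4 were linked to 1 probe each, and 60 changed at least 2-fold in 1 or more comparisons. In at least 1 of them, 32 rose and 33 fell. The numbers up and down were 16 and 5 in roots at 4 h, 20 and 21 at 24 h and 18 and 15 at 96 h. In shoots, 18 rose and 14 fell at 24 h, and 11 rose and 13 fell at 96 h. A further 3 were near background on all arrays. In the deposited table, 33 of these 65 rose and 34 fell, fewer than the 38 and 37 of the paper. The 65 are thus a smaller set than the one the paper counted.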

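Of the 60 changed transposons, 27 rose only, 28 fell only and 5 rose in 1 comparison and fell in another. In all 5 comparisons, 4 rose and 1 fell.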

Only two transposons showed both up-regulation and down-regulation in tissue specific manner. A few of the As-responsive transposons identified by Castrillo et al. (2013) were also present in our study; however, they showed both down- and up-regulation. Further, we observed an up-regulation of WRKY6 gene, which was suggested to be a regulator of transposon expression, at 4 h in roots and at 24 h in shoots in the present study. It thus appears more appropriate to denote these transposons as As(V)-responsive rather than As(V)-inducible. Castrillo et al. (2013) also found that As(V) induction of transposons was transient, with the highest expression at 1.5 h after As(V) exposure. Hence, transposons do appear to play some important role in As stress response of plants but their exact functions and its time dependency is not known, which needs to be delineated in future studies using the profiled genes in ours study as a platform.

### Sulfur Metabolism in As Stress and Inhibitor Treatments to Understand its Interconnections

Among sulfur assimilation pathway, ATP sulfurylase 1 (APS1), adenosine-5′-phosphosulfate reductase (APR1 and APR2) and adenosine-5′-phosphosulfate kinase (APK1) were up-regulated, while APK4 was down-regulated. 

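APS1 (At3g22890) rose by 3.16, 2.42 and 2.52 in roots at 4, 24 and 96 h and by 1.51 and 0.99 in shoots at 24 and 96 h. APR1 (At4g04610) rose by 6.46, 4.54 and 4.31 in roots. It was near background in the control shoot, where its level under As(V) was at least 52.3-fold higher at 24 h, and at 96 h both shoot arrays were near background. With normexp background correction and an offset of 50, the bound at 24 h was 2.43 (log2), so its size depends on the processing. APR2 (At1g62180) rose by 4.86, 3.79 and 3.60 in roots and by 1.45 and 0.67 in shoots. APK1 (At2g14750) rose by 2.64, 1.91 and 1.50 in roots and by 1.18 and 0.16 in shoots. APK4 was linked to no probe and is not reported.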

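SULTR2;1 (At5g10180) rose by 4.48, 5.70 and 6.39 in roots at 4, 24 and 96 h and changed by -1.15 and -1.64 in shoots at 24 and 96 h.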

Further, one sulfate transporter, SULTR2;1 was significantly up-regulated in roots. Hence, sulfur assimilation toward cysteine biosynthesis was more stimulated under As stress, which is in concurrence to earlier biochemical studies (Srivastava et al., 2009; Supplementary **Data Sheet S4**; **Figure 5C**). We further used inhibitors (BSO, IBP, and STS) to understand the interconnection of sulfur metabolism with JA and kinases. The inhibitor treatments were found to have significant impacts on cysteine synthase and γECS activities and on the levels of cysteine and GSH when control and control + inhibitor or As and As + inhibitor treatments were compared (**Figures 6A–D**). Kinase inhibitor produced most significant negative impact on studied parameters. Further, the expression of MAPK3 was affected significantly in presence of jasmonate inhibitor, IBP while the expression of OPR1 was altered in presence of kinase inhibitor STS when As and As+inhibitor treatments were compared (**Figure 7**). Thus, the inhibition of jasmonate or kinase signaling affected the sulfur metabolism. It further affected the expression of important gene of each other. Therefore, sulfur metabolism, jasmonate, and kinase signaling pathways appear to be interconnected and their mutual relationships affects the plants’ responses to As exposure.

**FIGURE 6:**
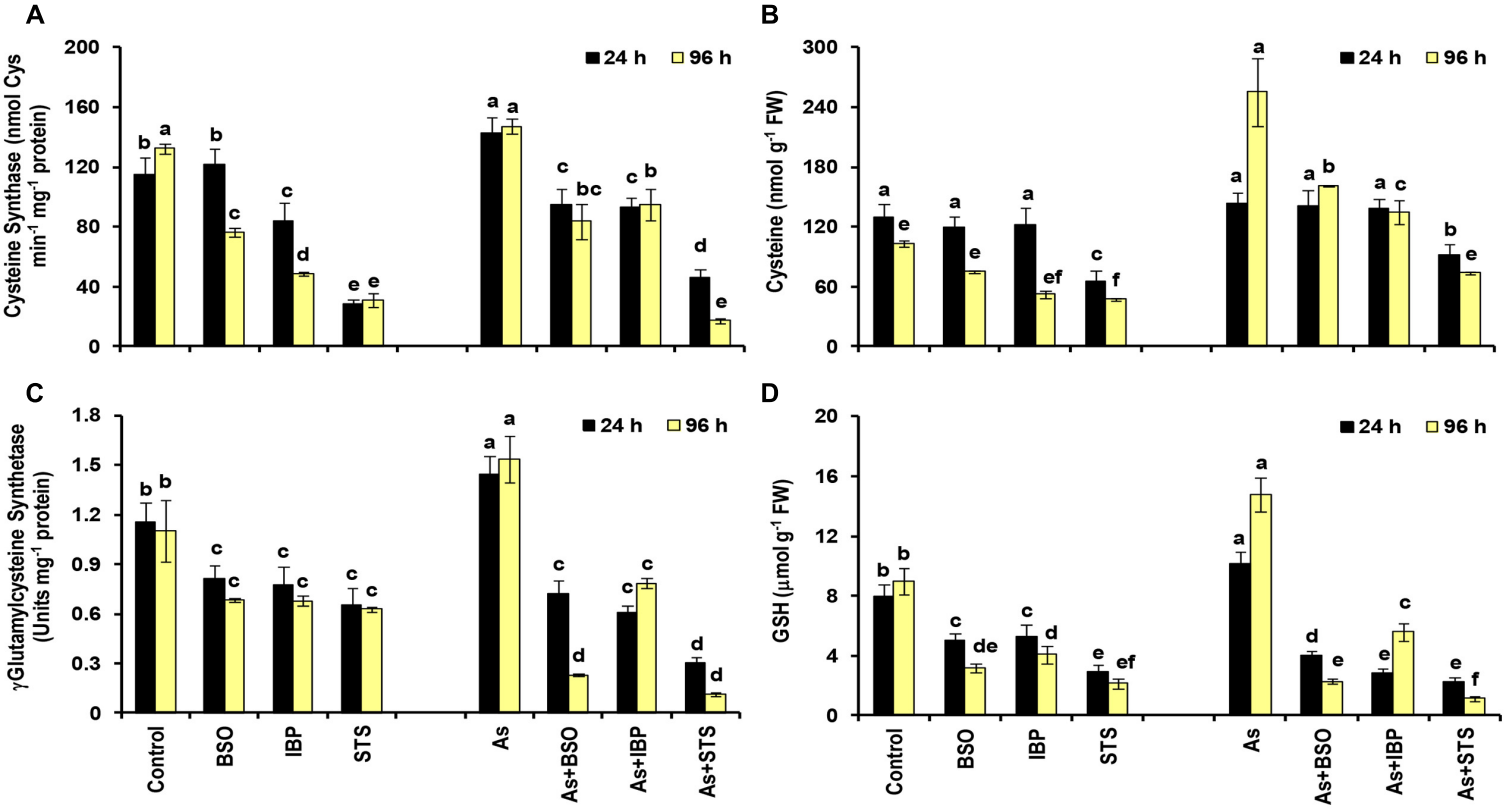
**Effect of Buthionine Sulfoximine (BSO), Ibuprofen (IBP), and Staurosporine (STS) on the activities of cysteine synthase (A) and γ-glutamylcysteine synthetase (C), and on the levels of cysteine (B) and glutathione (D) in control and arsenic-exposed *B. juncea* seedlings at 24 and 96 h.** All values are means of triplicates ± SD. ANOVA significant at *p* ≤ 0.01. Different letters indicate significantly different values at a particular duration (DMRT, *p* ≤ 0.05).

**FIGURE 7:**
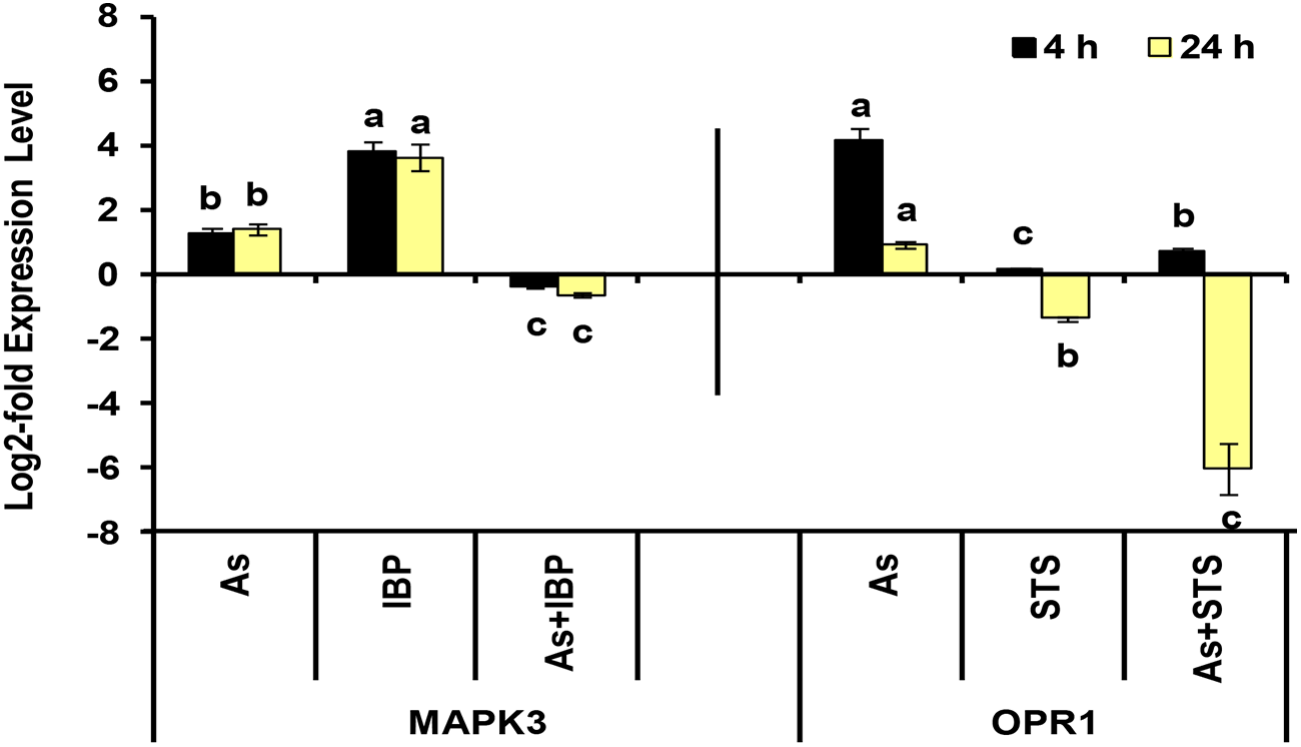
**Effect of IBP and STS on the log2-fold expression level of MAPK3 and OPR1 genes in arsenic-exposed *B. juncea* seedlings at 4 and 24 h.** All values are means of triplicates ± SD.ANOVA significant at *p* ≤ 0.01. Different letters indicate significantly different values at a particular duration for a gene (DMRT, *p* ≤ 0.05).

## Conclusion

To conclude, we present a genome-wide transcriptional screening to highlight the genes regulated during the As stress and propose candidate genes, which could act as tools for monitoring the early indications of the As stress (**Table 1**). 

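The remaining genes of Table 1 rose in roots at all time points. Fes1A (At3g09350) rose by 3.92, 3.93 and 2.24 at 4, 24 and 96 h, and by 3.42 and 1.50 in shoots at 24 and 96 h. OMT1 (At5g54160) rose by 4.40, 3.81 and 1.83 in roots and by 3.50 and 0.94 in shoots. Changes of 2.94, 2.64 and 1.98 were measured for GSTU8 (At3g09270) in roots, with 4.73 and 0.94 in shoots, and a second probe of GSTU8 was near background on all arrays. SDI1 (At5g48850) rose by 3.78, 2.47 and 3.26 in roots and by 3.42 and 1.90 in shoots. For ADF3 (At5g59880), 1 probe rose by 4.85, 3.01 and 3.15 in roots and its level was at least 3.74-fold higher in shoots at 24 h. With normexp background correction and an offset of 50, that bound was 0.52 (log2), below 2-fold. A second probe of ADF3 changed by -0.10, -0.04 and 0.14 in roots and by -0.38 and -0.07 in shoots at 24 and 96 h. From the genes that responded in the arrays, the paper proposes candidates for monitoring early As stress.

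**Figure D4:**
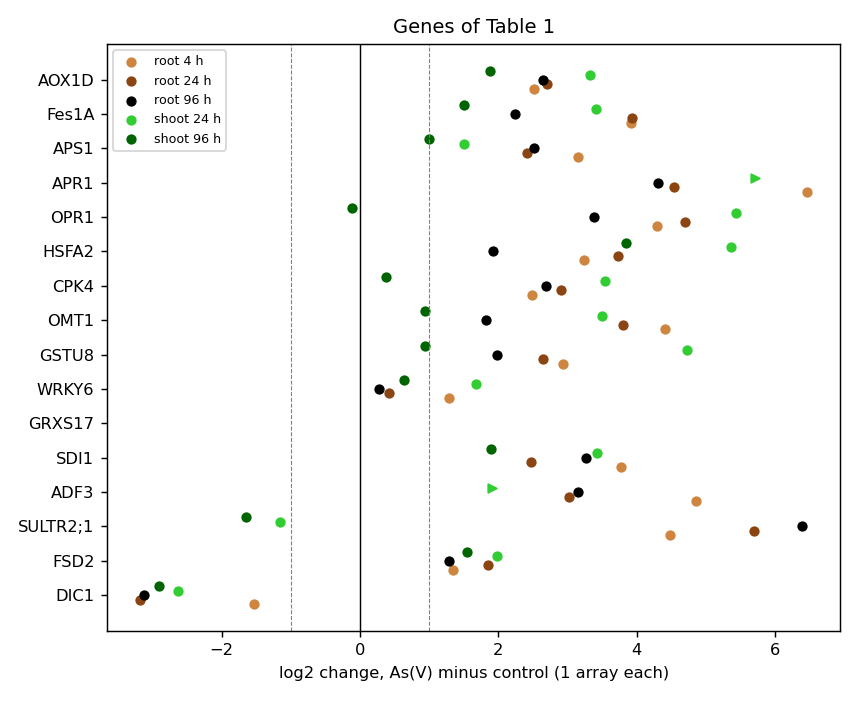
Log2 change, As(V) minus control (x-axis), of the genes of Table 1 (y-axis) in the 5 comparisons, 1 probe per gene and no replicates. Triangles pointing right are lower bounds, dashed lines mark changes of -1 and 1, and GRXS17 has no value; the largest rise is the 6.46 of APR1 in roots at 4 h.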

The present study also highlighted the role of the signaling and metabolic pathways in As stress and their dynamic nature with time. We would also like to emphasize that in such a large dataset with several time points and different tissues, there are several genes, which show consistent change that may not, sometimes, be above a threshold, but those genes can certainly carry important functions. 

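Data Sheet S4 lists 354 genes with no assigned function, of which 348 were linked to 1 probe each. At least 2-fold, 334 of the 348 changed in 1 or more comparisons, 183 upward only, 136 downward only and 15 in both directions. In all 5 comparisons, 19 rose and 15 fell.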

Further, there were several unknown genes, which showed significant up-regulation or down-regulation on all time points and in both roots and shoot. Such unknown genes can give new insights into As metabolism in plants.

**Table 1:** List of selected genes, which are functionally important in the context of arsenic response of *Brassica juncea* plants and which can be utilized as early markers of arsenic stress.

Arabidopsis Gene ID	Gene Name	Function	Log2-fold expression (Root)			Log2-fold expression (Shoot)	
			4 h	24 h	96 h	24 h	96 h
At1g32350	AOX1D_alternative oxidase 1D	To maintain metabolic homeostasis during abiotic stress	**1.00**	**1.15**	**1.09**	**2.83**	**1.48**
At3g09350	Fes1A	Cytosolic Hsp70 stability and abiotic stress tolerance	**3.69**	**3.68**	**2.06**	**3.00**	**1.23**
At3g22890	APS1__ATP sulfurylase 1	Sulfur metabolism	**3.03**	**2.29**	**2.39**	**1.37**	0.89
At4g04610	APR1_APS reductase 1	Sulfur metabolism	**3.28**	**1.62**	**1.46**	**1.49**	0.03
At1g76680	OPR1_12-oxophytodienoate reductase 1	Jasmonate biosynthesis	**3.42**	**3.86**	**2.64**	**4.66**	-0.02
At2g26150	HSFA2_heat shock transcription factor A2	Regulator of several environmental stresses	**2.66**	**3.03**	**1.38**	**2.94**	1.65
At4g09570	CPK4_calcium-dependent protein kinase 4	ABA signal transduction	**2.18**	**2.51**	**2.39**	**3.16**	0.31
At5g54160	OMT1_O-methyltransferase 1	Phenylpropanoid metabolism	**4.04**	**3.43**	**1.62**	**2.46**	0.44
At3g09270	GSTU8_glutathione S-transferase TAU 8	Glutathione conjugation	**2.73**	**2.48**	**1.86**	**2.86**	0.27
At1g62300	WRKY6	Regulation of As and phosphate uptake	**1.21**	0.33	0.23	**1.34**	0.47
At4g04950	GRXS17_Monothiol glutaredoxin 17	Involved in ROS regulation and auxin signaling	**2.41**	**2.39**	**2.41**	0.01	-0.02
At5g48850	SDI1_Sulfur-deficiency induced 1	Sulfur deficiency inducible, indicator of sulphur nutritional status	**2.93**	**1.68**	**2.48**	2.01	0.9
At5g59880	ADF3__actin depolymerizing factor 3	Plant abiotic response and tolerance	**3.60**	**1.90**	**2.05**	0.17	0.03
At5g10180	SULTR2;1__slufate transporter 2;1	Sulfur uptake and transport	0.92	**1.73**	**2.3**	-0.38	-0.52
At5g51100	FSD2__Fe superoxide dismutase 2	Superoxide radical dismutation	0.61	0.975	0.615	**1.32**	**1.00**
At2g22500	DIC1_Dicarboxylate carrier 1	Mitochondrial phosphate transport	**-1.38**	**-2.55**	**-2.53**	**-2.29**	**-2.51**

*Values in bold represent significant change in expression.*

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomics profiling of Indian mustard (Brassica juncea) under arsenate stress identifies key candidate genes and regulatory pathways
**Source:** Front Plant Sci. 2015 Aug 19;6:646. doi: 10.3389/fpls.2015.00646
**Supplement:** Supplementary File S1 — Provides information of primers used for Real-time RT PCR analysis (Supplementary Table S1) and contains all supplementary figures (Supplementary Figures S1–S10) of clustering and networking analyses.

**Supplementary Information**

**Transcriptomics profiling of Indian mustard (*Brassica juncea*) under arsenate stress identifies key candidate genes and regulatory pathways**

Sudhakar Srivastava^1#*$^, Ashish Kumar Srivastava^1$^, Gaurav Sablok^2^, Tejaswini U. Deshpande^3^and Penna Suprasanna^1^

$ Authors contributed equally to this work

**Supplementary Table 1**: Primer sequences of genes used for real time RT-PCR analysis

| Gene Name | Forward primer | Reverse primer |
| --- | --- | --- |
| Actin | TGGGTTTGCTGGTGACGAT | TGCCTAGGACGACCAACAATACT |
| PIP1;2 | Ccagcggttacgttcggtttgtt | Ccgatagggagcggtgctagaat |
| PIP2;2 | Tgattagggcggtgctttacatgg | Tggaacctgaagcccttaggaca |
| SULTR2;1 | TTTTGAATCTCTCTCACATCAAGTTCTCCC | TGGTCTTGACCGGCTTGTGCG |
| APS1 | AGGCTGGACAAGTCCACTCGG | GCCGTCGTCAAGACGTAGCGA |
| FSD2 | AACCGGCGAATGCAATGGAAAAG | CCTCCACCTCCAGGTTGGATAGACT |
| CAT3 | CATCGCCTTGGACCGAATTATTTGC | TGAGACGTGGCTCCGATAGAATCTC |
| OPR1 | TTGCTGCAAGAAATGCTATGGAAGC | CATCGGCATTAGTGTGTGAGGACA |
| CTR1 | CGTCGCCTGAGTATGGCTTATGATG | TGCAACCTGAGGATTCAGATTACGC |
| DOF5.8 | TCTGCCGCTACCACCTCCGT | AGTTGCAGCATCAGTAGCGCCAC |
| WRKY33 | GTTGGTGACGATGAGTTCGAACAAG | TTCCTCACTGGACAACCGATGG |
| WRKY6 | CCCGTTCGCAAACAAGTTCAA | TGCCTGGCCTATTACATGAGG |
| ACA13 | TGCGATGGCAATGCAAACTCCC | GGACACACTCGGTGCATTGGCTT |
| MAPK3 | GCACACCGACAGAATCTGATCTCG | TGCTGCACTTCTAACCGTATGTTGG |

**Supplementary Figure 1**: Differential genes from Root data were profiled into 20 clusters from which 6 clusters are identified as significantly ordered based on their p-values. Profile color represents the significant cluster and same color profile belongs to the same cluster. Number in top left-hand corner is profile ID and down left-corner is p-value. Here Profile 17 & 19 are from same clusters. Similarly, profile 0 and profile 4 belongs to the same cluster. Significant down regulated genes were clustered into 3 profiles as, Profile 0 (P0) , Profile 4 (P4) and Profilre10 (P10) considered as down regulated profiles. While, up regulated genes clustered into Profile 17(P17), Profile 18 (P18) and Profile 19 (P19) considered as up regulated profiles (based on Ernst et al, BMC Bioinformatics2006 ).Expression pattern of P0 (n=115) ,P4 (n=113) and P10 (n=84) genes illustrates down-regulation of genes and P17 (n=83) ,P18 (n=67) and P19 (n=164) genes illustrates up-regulation of genes at each time point. Respective hierarchical clustering with Pearson’s distance metric showed clustering of temporal Root samples and gene cluster down and up-regulation pattern.

**Supplementary Figure 2**: Differential genes from Shoot data were profiled into 20 clusters from which 5 clusters identified as significant ordered based on their p-values. Profile color represents the significant cluster and same color profile belongs to the same cluster. Number in top left-hand corner is profile ID and down left-corner is p-value. Here Profile 11 & 14 are from same clusters. Similarly, profile 0 and profile 4 belongs to the same cluster. Significant downregulated genes were clustered into 2 profiles as, Profile 0 (P0) and Profile 4 (P4) considered as downregulated profiles. While, upregulated genes clustered into Profile 11(P11), Profile 14 (P14) and Profile 15 (P15) considered as upregulated profiles (JasonErnst et al, BMC Bioinformatics2006 ).Expression pattern of P0 (n=48) ,P4 (n=168) illustrate down-regulated gene profiles and P11 (n=127), P14(n=86) and P15(n=42) illustrates up-regulation of genes at each time point. Respective hierarchical clustering with Pearson’s distance metric showed clustering of temporal Root samples and gene cluster shows down-regulation and up-regulation pattern.

**Supplementary Figure 3**: Pathway analysis of profile (P0,P4 and P10) genes of roots using ReviGo. The profile genes distributed into GO terms as Biological process, Cellular component and Molecular function based on their functions. Pathway node color and larger node size indicates the enrichment of p-value; Dark red specifies the significant p-value. Highly similar GO terms are linked by edges in the graph and the line width indicates the degree of similarity.

**Supplementary Figure 4**: Pathway analysis of profile (P17,P18 and P19) genes of roots using ReviGo. The profile genes distributed into GO terms as Biological process, Cellular component and Molecular function based on their functions. Pathway node color and larger node size indicates the enrichment of p-value; Dark red specifies the significant p-value. Highly similar GO terms are linked by edges in the graph and the line width indicates the degree of similarity.

**Supplementary Figure 5**: Pathway analysis of profile (P0 andP4) genes of shoot using ReviGo. The profile genes distributed into GO terms as Biological process, Cellular component and Molecular function based on their functions. Pathway node color and larger node size indicates the enrichment of p-value; Dark red specifies the significant p-value. Highly similar GO terms are linked by edges in the graph and the line width indicates the degree of similarity.

**Supplementary Figure 6**: Pathway analysis of profile (P11,P14 and P15) genes of shoot using ReviGo. The profile genes distributed into GO terms as Biological process, Cellular component and Molecular function based on their functions. Pathway node color and larger node size indicates the enrichment of p-value; Dark red specifies the significant p-value. Highly similar GO terms are linked by edges in the graph and the line width indicates the degree of similarity.

**Supplementary Figure 7.** Expression proﬁle of differentially expressed genes encoding proteins of phytohormone metabolism and response at various time points in root and shoot of arsenic-exposed *Brassica juncea* seedlings. Red and green represent up-regulated anddown-regulated genes, respectively.

**Supplementary Figure 8 A and B.** Expression proﬁle of differentially expressed genes encoding transcription factors at various time points in root and shoot of arsenic-exposed *Brassica juncea* seedlings. Red and green represent up-regulated anddown-regulated genes, respectively.

**Supplementary Figure 9 A and B.** Expression proﬁle of differentially expressed genes encoding proteins of signaling pathways and post-translational modification at various time points in root and shoot of arsenic-exposed *Brassica juncea* seedlings. Red and green represent up-regulated anddown-regulated genes, respectively.

**Supplementary Figure 10.** Expression proﬁle of differentially expressed transposons at various time points in root and shoot of arsenic-exposed *Brassica juncea* seedlings. Red and green represent up-regulated anddown-regulated genes, respectively.

**Supplementary Figure 7**

**Supplementary Figure 8 A**

**Supplementary Figure 8 B**

**Supplementary Figure 9 A**

**Supplementary Figure 9 B**

**Supplementary Figure 10**

How the deposited data were processed for this re-analysis (not part of the article)

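The values deposited by the authors comprised, for each of 7 arrays, a scanner table of Cy3 intensity from Feature Extraction 10.7.3.1 and a series table of log2 values. The scanner intensity deposited by the authors was the input of the main analysis. The quantile-normalized log2 values deposited by the authors were used as an alternative.

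All comparisons, thresholds and 9 alternative settings were fixed before the data were examined. From each array the background-corrected processed signal was taken to the log2 scale, control spots and spots marked as non-uniform or population outliers were left out, and the spots of a probe were averaged. Quantile normalization over probes then brought the 7 arrays to a common distribution. A probe was taken as near background on an array when most of its kept spots were not well above background by the scanner software. Such a probe, where lower, was raised to the lowest normalized value of any probe well above background on that array. This turns the change into a bound under that rule. No change was computed where both arrays were near background. A probe was called changed at 2-fold (log2 change of 1). The genes to be named were those that the paper names in its results, discussion or Table 1 and that link to a probe, and for each comparison the 5 largest rises and 5 largest falls among probes well above background on both arrays.

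Each condition was measured on 1 array, so a comparison at a single time point has no variance between plants, test statistic or p-value. A model of tissue and As(V) with the time points pooled as replicates was not fitted. The spread between spots of a probe within an array gave the measure of noise used, with an SD of 0.12 (log2) for a difference of 2 arrays. This SD was pooled over all signal levels, so it understates the noise of dim probes. A block for the slide was not run, because the shoot control and the treated shoots lie on different slides.

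Genes were linked to probes through the changes printed in the data sheets. A gene took the probe whose deposited changes equalled the printed ones within 0.006 in every comparison, provided 1 change was at least 0.5 in size. Of 1284 entries in Data Sheet S4, which hold 1267 distinct genes because some are listed in several classes, 1258 were linked to 1 probe, 0 to more than 1 and 26 to none, and the linked entries hold 1242 distinct probes. Among 344 entries of Data Sheet S1, whose probe is known by identifier, the rule found 343 and missed 1, with 0 wrong. Tolerances of 0.003 and 0.012 linked the same 1258 entries. Because the link uses the deposited values, their equality with the printed values of a linked gene is not evidence about either.

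The processing was checked on simulated arrays built from the control root array, with 200 probes given a known change. All 200 were recovered and 0 unchanged probes were called in each of 5 simulated comparisons over 17004 probes. The changes put in lay well past 2-fold, on probes well above background, with noise near the SD between spots. This outcome therefore checks the code and says nothing about accuracy near 2-fold, near background or under noise between plants. The estimate of an added constant was checked likewise and returned 200 for a true value of 200.

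The computation used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The real-time RT-PCR, inhibitor and enrichment experiments were not analysed here.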

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

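The tests of this part were chosen after the results were seen, although the simulation of unchanged arrays sharing a control had been planned earlier.

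A total of 6 probes rose at least 2-fold at all root time points and fell at both shoot time points, and 1 probe did the reverse. The 6 were SULTR2;1, a GTP-binding protein (At4g39520), MYB3R4, germin 3 (GER3, At5g20630) and the unlinked probes CUST_28_PI425440910 and CUST_8322_PI425438606, and the 1 was UXS1 (At3g53520). At4g39520 changed by 2.31, 1.97 and 1.12 in roots at 4, 24 and 96 h and by -1.26 and -2.08 in shoots at 24 and 96 h. CUST_28_PI425440910 changed by 6.58, 2.70 and 1.30 in roots and by -1.97 and -2.64 in shoots. GER3 was near background in the control root, rose there by at least 4.46, 2.71 and 2.11 and changed by -3.22 and -2.74 in shoots. CUST_8322_PI425438606, near background in the same array, rose by at least 4.04, 2.45 and 1.75 and changed by -2.84 and -2.39 in shoots. UXS1 changed by -2.41, -2.10 and -1.01 in roots and, from a control shoot near background, rose by at least 4.45 and 1.31. Apart from SULTR2;1, these were named after their values were seen.

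Shoot RNA in the treated root samples was tested for GER3 and CUST_8322_PI425438606, the brightest of the 6 in the control shoot. At 4 h in roots their log2 level minus that of the control shoot was -7.84 and -8.44, whereas 57 other probes bright in shoots and near background in control roots had a median of -10.79 and a highest value of -7.86. Carry-over would have raised those 57 as well, so the test excluded it. On the treated root array where each was brightest, the remaining 4 probes that rose in roots lay 0.998 to 2.02 (log2) above the control shoot. Carry-over cannot give such levels. For the other root time points of these probes, this comparison was not made. Root RNA in the treated shoots was excluded for UXS1, since 1007 probes at least 8-fold brighter in control roots had a highest median change of 0.0593 (log2) in treated shoots.

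Independent root and shoot lists of the same sizes would give 20.4 probes opposite between the tissues, where 7 were observed. They would also give 19.6 probes changed the same way in all 5 comparisons, where 179 were observed, so the lists are not independent and 20.4 is no valid chance count. An overlap of unrelated responses and a difference between the tissues cannot be told apart for these 7 probes. Whether the tissues differ for any single probe was not tested.

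A further 71 probes changed the same way in all 5 comparisons and are absent from Data Sheet S4, 29 upward and 42 downward, out of 179 probes that did so. Noise of equal size on each array and for every probe, with a shared control, was excluded, since simulated unchanged arrays gave at most 9 such probes. Noise larger for dim probes was not simulated and could give more, so it stays open. Of the 71, 26 were well above background on all 7 arrays, which excludes values near background for those. For the other 45, a real change and values near background cannot be told apart. Of the 71, 57 were under 2-fold in every comparison of the deposited table. This does not test a constant added to the signals before the logarithm, because Data Sheet S4 lists genes changed in the deposited values and the 71 were chosen for their absence from it, so such a constant and other reasons for the absence cannot be told apart. The median of the highest log2 level was 7.74 for the 71 and 12.29 for the 108 probes listed in Data Sheet S4.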

How the results depend on the processing

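The settings that counted control probes in the deposited table and that added a constant to the median signal were tests chosen after the data were seen, and all others were planned.

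Counts of changed probes kept within a factor of 1.5 of the main ones under 75th percentile scaling (ratios 0.869 to 1.16), quantile normalization within tissue (0.968 to 1.03), the requirement of well above background on both arrays (0.760 to 0.853) and the mean of probes per gene (0.994 at the lowest). For that mean, the gene of a probe was taken from the 1998 of 28510 entries of Data Sheet S1 used here, so most probes had no partner to be averaged with and its ratio near 1 says little. None of the 4 settings applied to named genes reversed the sign of any of the 240 changes that passed 2-fold, but only 228 (75th percentile scaling), 215 (normexp), 231 (quantile normalization within tissue) and 192 (deposited table) of them still passed it.

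With normexp background correction and an offset of 50, the counts up and down were 312 and 122 in roots at 4 h, 371 and 415 at 24 h and 361 and 318 at 96 h. In shoots they were 481 and 360 at 24 h and 269 and 407 at 96 h. Shared across time points were 149 and 78 in roots and 156 and 249 in shoots.

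The deposited table gave 264 and 95, 302 and 331, and 265 and 254 in roots at 4, 24 and 96 h, and 349 and 272, and 195 and 286 in shoots at 24 and 96 h. The shared counts were 111 and 61 in roots and 115 and 180 in shoots, and the lowest correlation between a root and a shoot array was 0.751. Counting its control probes left all of these unchanged except shoots at 96 h, which became 196 and 299.

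The median signal plus constant gave 261 and 89, 289 and 316, and 263 and 245 in roots, and 338 and 252, and 177 and 271 in shoots. Its shared counts were 116 and 54 in roots and 110 and 168 in shoots.

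A threshold of 1.5-fold gave 1818 and 1623, 2411 and 2577, and 2425 and 2466 in roots, and 2856 and 2955, and 2964 and 2773 in shoots, with 797 and 778 shared in roots and 1743 and 1818 in shoots. A threshold of 3-fold gave 363 and 131, 418 and 462, and 408 and 407 in roots, and 523 and 360, and 282 and 506 in shoots, with 144 and 79 shared in roots and 159 and 225 in shoots. At 3-fold, 28 signaling genes (47 at 2-fold), 3 redox genes (11) and 36 transposons (60) changed.

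Without a filter on probes near background, 891 probes fell in roots at 4 h, 2503 rose and 2666 fell in shoots at 24 h, and 2195 rose and 2341 fell at 96 h. The shared counts became 378 down in roots and 1090 and 1474 in shoots. Correlations of changes over all probes were 0.308 for roots at 4 h with shoots at 24 h, 0.308 for roots at 96 h with shoots at 24 h and 0.638 between the shoot time points. Among probes well above background on all 7 arrays, the correlation between tissues was 0.679 to 0.722. With outlier marks ignored, the SD between spots was 0.17 in roots at 4 h and 0.16 in shoots at 24 h.

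In roots at 4 h the share of changed probes that rose was 63.2% in the main setting, 73.5% in the deposited table, 52.8% at 1.5-fold and 73.5% at 3-fold. In shoots at 96 h it was 45.8%, 51.7% at 1.5-fold and 35.8% at 3-fold. The side of 50% also changed in roots at 96 h, from 51.5% to 49.6% at 1.5-fold, and in shoots at 24 h, from 52.6% to 49.1% at 1.5-fold and 48.4% with no filter. The slide as a block was not run.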

Differences from the paper's values

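The tests of this part were chosen after the results were seen where they concern control probes in the deposited table, and the other settings were planned.

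The paper gives 359 probes changed in roots at 4 h, 264 up and 95 down, where the scanner values gave 1297, with 820 and 477. At 24 h it gives 302 up and 331 down (1049 and 1105 here), and at 96 h 265 and 255 (1058 and 996). For shoots it gives 349 and 272 at 24 h (1367 and 1230) and 196 and 299 at 96 h (1093 and 1292). Shared across time points it gives 111 up and 61 down in roots (348 and 248) and 115 and 180 in shoots (628 and 729). Normexp with an offset of 50 and the deposited table closed all of these differences within a factor of 1.5. A threshold of 3-fold closed them too, except those of roots at 96 h up and down and of shoots at 96 h down. The 75th percentile scaling, quantile normalization within tissue, no filter, well above background on both arrays, 1.5-fold and the mean of probes per gene closed none. The deposited table gave 254 down in roots at 96 h, and with its control probes counted it gave 196 and 299 in shoots at 96 h.

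Transposons that rose in 1 comparison and fell in another number 2 in the data sheet and 5 here. Normexp with an offset of 50 and the deposited table closed this difference.

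In Table 1, 66 of 73 values differ from those computed here by more than the spread of spots or, for a lower bound, by a fold over 1.5 times that of the paper, and all 73 are smaller in size in the paper, with 0 of opposite sign. The deposited table closed all 66 by construction of the link between genes and probes, and the differences that another setting closed are named with each gene.

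For AOX1D the paper gives 1.00 against 2.51 in roots at 4 h, 1.15 against 2.70 in roots at 24 h, 1.09 against 2.64 in roots at 96 h, 2.83 against 3.33 in shoots at 24 h and 1.48 against 1.87 in shoots at 96 h. Of these, normexp with an offset of 50 closed that of shoots at 96 h. For Fes1A the paper gives 3.69 against 3.92 in roots at 4 h, 3.68 against 3.93 in roots at 24 h, 2.06 against 2.24 in roots at 96 h, 3.00 against 3.42 in shoots at 24 h and 1.23 against 1.50 in shoots at 96 h. Of these, 75th percentile scaling closed those of roots at 4 h and roots at 96 h, normexp with an offset of 50 closed those of roots at 4 h, roots at 24 h, roots at 96 h and shoots at 96 h and quantile normalization within tissue closed that of roots at 96 h. For APS1 the paper gives 3.03 against 3.16 in roots at 4 h, 2.29 against 2.42 in roots at 24 h, 2.39 against 2.52 in roots at 96 h and 1.37 against 1.51 in shoots at 24 h. Of these, normexp with an offset of 50 closed those of roots at 4 h, roots at 24 h, roots at 96 h and shoots at 24 h. For APR1 the paper gives 3.28 against 6.46 in roots at 4 h, 1.62 against 4.54 in roots at 24 h, 1.46 against 4.31 in roots at 96 h and 1.49 against at least 5.71 in shoots at 24 h.

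For OPR1 the paper gives 3.42 against 4.30 in roots at 4 h, 3.86 against 4.70 in roots at 24 h, 2.64 against 3.38 in roots at 96 h and 4.66 against 5.43 in shoots at 24 h. For HSFA2 the paper gives 2.66 against 3.24 in roots at 4 h, 3.03 against 3.73 in roots at 24 h, 1.38 against 1.92 in roots at 96 h, 2.94 against 5.36 in shoots at 24 h and 1.65 against 3.84 in shoots at 96 h. For CPK4 the paper gives 2.18 against 2.48 in roots at 4 h, 2.51 against 2.91 in roots at 24 h, 2.39 against 2.69 in roots at 96 h and 3.16 against 3.54 in shoots at 24 h. Of these, 75th percentile scaling closed those of roots at 24 h and roots at 96 h, normexp with an offset of 50 closed those of roots at 4 h and roots at 96 h and quantile normalization within tissue closed those of roots at 4 h and roots at 96 h. For OMT1 the paper gives 4.04 against 4.40 in roots at 4 h, 3.43 against 3.81 in roots at 24 h, 1.62 against 1.83 in roots at 96 h, 2.46 against 3.50 in shoots at 24 h and 0.44 against 0.94 in shoots at 96 h. Of these, 75th percentile scaling closed those of roots at 4 h, roots at 24 h and roots at 96 h, normexp with an offset of 50 closed that of roots at 96 h and quantile normalization within tissue closed those of roots at 24 h and roots at 96 h.

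For GSTU8 the paper gives 2.73 against 2.94 in roots at 4 h, 2.48 against 2.64 in roots at 24 h, 2.86 against 4.73 in shoots at 24 h and 0.27 against 0.94 in shoots at 96 h. Of these, 75th percentile scaling closed those of roots at 4 h and roots at 24 h, normexp with an offset of 50 closed those of roots at 4 h and roots at 24 h and quantile normalization within tissue closed those of roots at 4 h and roots at 24 h. For WRKY6 the paper gives 1.34 against 1.67 in shoots at 24 h and 0.47 against 0.63 in shoots at 96 h. Of these, normexp with an offset of 50 closed those of shoots at 24 h and shoots at 96 h. For SDI1 the paper gives 2.93 against 3.78 in roots at 4 h, 1.68 against 2.47 in roots at 24 h, 2.48 against 3.26 in roots at 96 h, 2.01 against 3.42 in shoots at 24 h and 0.90 against 1.90 in shoots at 96 h. For ADF3 the paper gives 3.60 against 4.85 in roots at 4 h, 1.90 against 3.01 in roots at 24 h, 2.05 against 3.15 in roots at 96 h and 0.17 against at least 1.90 in shoots at 24 h. Of these, normexp with an offset of 50 closed that of shoots at 24 h.

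For SULTR2;1 the paper gives 0.92 against 4.48 in roots at 4 h, 1.73 against 5.70 in roots at 24 h, 2.30 against 6.39 in roots at 96 h, -0.38 against -1.15 in shoots at 24 h and -0.52 against -1.64 in shoots at 96 h. For FSD2 the paper gives 0.61 against 1.34 in roots at 4 h, 0.98 against 1.85 in roots at 24 h, 0.62 against 1.29 in roots at 96 h, 1.32 against 1.98 in shoots at 24 h and 1.00 against 1.55 in shoots at 96 h. For the fall of DIC1 the paper gives 1.38 against 1.53 in roots at 4 h, 2.55 against 3.17 in roots at 24 h, 2.53 against 3.12 in roots at 96 h, 2.29 against 2.63 in shoots at 24 h and 2.51 against 2.91 in shoots at 96 h. Of these, 75th percentile scaling closed that of roots at 4 h, normexp with an offset of 50 closed that of roots at 4 h and quantile normalization within tissue closed that of roots at 4 h.

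Several statements of the text have no value or another one here. FYPP3 kept no spot in roots at 4 h, RHS6 was near background in roots, and GRXS17, HAI1, MKK4 and CAM1 were near background on all arrays. In the deposited table these genes had changes of 6.74 (FYPP3), 5.17 (RHS6), 2.41 (GRXS17, roots at 4 h), -2.56 (HAI1, shoots at 24 h), -1.28 (MKK4, roots at 24 h) and 1.46 (CAM1, shoots at 24 h).

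OPR3 changed by -0.49 to -0.90 in roots, under 2-fold. PUB23 and MYB77 were under 2-fold in roots at 4 h, at -0.41 and -0.91. CCB382 fell by 2.11 in shoots at 96 h, and the alpha-helical ferredoxin stayed at 0.20 to 0.45 in roots. CAT3 fell on 1 of its probes and not on the other, which changed by -0.30 in roots at 24 h.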

Other observations

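The slide, spike-in and shared-control comparisons of this part were planned, and all other tests were chosen after the results were seen.

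The deposited log2 table ranks spots less like the processed signal (Spearman 0.945 to 0.976) than like the median signal minus background, whose rank correlation was higher on every array. Its changes total 2613 probes at 2-fold over the 5 comparisons, against 10487 from the processed signal. A constant of 330 added to the median signal before the logarithm rebuilt 45175 spot values (99.9%) within 0.25 and gave 2501 changed probes, so an added constant fits the smaller number. Leaving out probes near background left 8483 and 75th percentile scaling 10629, and both were excluded as the reason. Such a constant pulls changes of dim probes towards 0.

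In roots at 4 h, 9 spots were at least 16-fold brighter than on each of the 3 other root arrays, and 7 of the 9 carried an outlier mark. They belong to RHS6, FYPP3, MRL1, ERMO1, At3g11450, At5g25270, At5g45180, At1g23030 and CUST_3281_PI425438606, and 8 of these are genes of Data Sheet S4, with deposited changes of 2.93 to 7.40. Apart from RHS6 and FYPP3 they were named after their values were seen. The median distance from a bright spot to the nearest other was 3.00 spot positions. Random draws of 9 spots had a median of 39.3 and a lowest value of 7.07, and 0 of 10000 draws were as small, so a local disturbance of the array surface fits. A rise of the transcripts was excluded for the 6 probes with a spot elsewhere, since those spots changed by at most 0.10. For the 3 probes with no other spot, FYPP3, At3g11450 and ERMO1, disturbance and rise cannot be told apart.

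For GRXS17 and HAI1, the changes of the deposited table come from a spot that read below the negative control spots on 1 array, such as 5.91 for GRXS17 in the control root against 8.32 at 4 h, and their probes were near background on all arrays. With that spot set to the lowest negative control spot, the largest change was 0.03. The readings on the other arrays lie next to that level and fix this outcome, so it decides nothing. Minus local background, the median signal of the GRXS17 spot was -26.5 in the control root and -11.0 at 4 h. For HAI1 it was -9.5 in the control shoot and -27.5 at 24 h. With no signal above local background, the deposited changes do not measure these transcripts. Whether the transcripts changed cannot be told. The changes of RHS6 in roots at 4 h, CAM1 in shoots at 24 h and MKK4 in roots at 24 h rest on 1 spot of a pair, and the other spot changed by at most 0.02, so a single spot out of line fits.

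Of the 359 changes that the deposited table gives in roots at 4 h, 19 (5.29%) rest on a marked spot, a spot below the negative controls, spots that differ over 2-fold or a probe near background on both arrays. The shares were 1.26% and 1.73% in roots at 24 and 96 h and 2.09% and 1.87% in shoots at 24 and 96 h. The main setting called 339 of the 359 as well, with 0 in the opposite direction.

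The control and the treated arrays of shoots lie on different slides. The difference of roots at 96 and 24 h, which crosses the same slides, correlated with the shoot changes at 0.0433, against 0.0730 for a pair of root arrays on the same slide. This argues against a slide difference common to both tissues as the source of the shoot changes. It cannot exclude one that acts on shoots only, and the root pair also differs in exposure time.

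Changes shared across the time points of a tissue exceed what noise equal for every probe gave with a shared control. It gave at most 116 probes up in roots against the 348 observed. Noise larger for dim probes was not simulated. A deviation of the control array itself, such as another harvest time, and an effect of As(V) cannot be told apart. The SD of roots at 96 h minus 24 h was 0.39, against 0.72 for 24 h minus control. The harvest time of the controls is not stated.

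The median log2 level of 7 spike-in probes on the shoot array of 96 h lay below that of the control shoot, at -1.13, with -0.24 at 24 h and -0.55 for roots at 96 h. These treated arrays lie on slide 2, whereas the treated roots on slide 1 had -0.03 at 4 h and -0.12 at 24 h. A different amount of RNA, a different labelling and a share from the slide cannot be told apart. The slide alone would not set -1.13 apart from -0.24, as both shoot arrays lie on it. The 75th percentile of the probes changed by 0.29 on the shoot array of 96 h.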
